# Expression microarray identifies the unliganded glucocorticoid receptor as a regulator of gene expression in mammary epithelial cells

**DOI:** 10.1186/1471-2407-14-275

**Published:** 2014-04-22

**Authors:** Heather D Ritter, Christopher R Mueller

**Keywords:** Glucocorticoid receptor, Unliganded, Hydrocortisone, Expression microarray, Breast cancer, BRCA1

## Abstract

**Background:**

While glucocorticoids and the liganded glucocorticoid receptor (GR) have a well-established role in the maintenance of differentiation and suppression of apoptosis in breast tissue, the involvement of unliganded GR in cellular processes is less clear. Our previous studies implicated unliganded GR as a positive regulator of the *BRCA1* tumour suppressor gene in the absence of glucocorticoid hormone, which suggested it could play a similar role in the regulation of other genes.

**Methods:**

An shRNA vector directed against GR was used to create mouse mammary cell lines with depleted endogenous levels of this receptor in order to further characterize the role of GR in breast cells. An expression microarray screen for targets of unliganded GR was performed using our GR-depleted cell lines maintained in the absence of glucocorticoids. Candidate genes positively regulated by unliganded GR were identified, classified by Gene Ontology and Ingenuity Pathway Analysis, and validated using quantitative real-time reverse transcriptase PCR. Chromatin immunoprecipitation and dual luciferase expression assays were conducted to further investigate the mechanism through which unliganded GR regulates these genes.

**Results:**

Expression microarray analysis revealed 260 targets negatively regulated and 343 targets positively regulated by unliganded GR. A number of the positively regulated targets were involved in pro-apoptotic networks, possibly opposing the activity of liganded GR targets. Validation and further analysis of five candidates from the microarray indicated that two of these, *Hsd11b1* and *Ch25h*, were regulated by unliganded GR in a manner similar to *Brca1* during glucocorticoid treatment. Furthermore, GR was shown to interact directly with and upregulate the *Ch25h* promoter in the absence, but not the presence, of hydrocortisone (HC), confirming our previously described model of gene regulation by unliganded GR.

**Conclusion:**

This work presents the first identification of targets of unliganded GR. We propose that the balance between targets of liganded and unliganded GR signaling is responsible for controlling differentiation and apoptosis, respectively, and suggest that gene regulation by unliganded GR may represent a mechanism for reducing the risk of breast tumourigenesis by the elimination of abnormal cells.

## Background

Hormonal signaling plays an integral role in the regulation of mammary gland function and differentiation. *In vivo*, the glucocorticoid hormone cortisol is involved in the maintenance of breast functional differentiation during the latter stages of pregnancy, where it induces the formation of the rough endoplasmic reticulum [1], and regulates the release of milk proteins [2]. Following weaning, a decrease in circulating levels of cortisol is responsible for the onset of the apoptotic process of involution, where the mammary tissue morphology is reverted to a quiescent state [3]. The nature of cortisol’s ability to suppress apoptosis in the breast appears to be dependent on the cellular differentiation state, since glucocorticoids induce cell cycle inhibitors such as p21 in undifferentiated cells, while they reduce their expression and inhibit apoptosis in differentiated cells [4]. The intracellular receptor for cortisol, the glucocorticoid receptor (GR), is ubiquitously expressed in the human breast, being observed in the nuclei and cytoplasm of both luminal epithelial cells and myoepithelial cells, as well as in the nuclei of stromal cells, endothelial cells, and adipocytes [5-7]. GR-knockout mice die shortly after birth due to lung immaturity and respiratory failure, illustrating that expression of GR is essential for life [8]. Consequently, mutagenesis and Cre-LoxP recombination targeting of breast epithelial cells in adult mice have been used to explore the role of GR in mammary gland development and function [1,9-11]. GR with a point mutation in the second zinc finger of the DNA-binding domain (exon 4; A458T) cannot bind a canonical Glucocorticoid Response Element (GRE), but retains its ability to transrepress gene expression through protein-protein interactions [9]. Virgin mice expressing this DNA-binding GR mutant exhibit impaired ductal development while lactating mice exhibit normally differentiated mammary glands capable of milk production, emphasizing that transcriptional regulation by protein-protein interactions, rather than DNA-binding, forms the basis of glucocorticoid action during this process [1]. In support of this, loss of breast epithelial GR results in delayed development of the lobuloalveolar compartment during pregnancy as a result of decreased cell proliferation, but during lactation, GR-deficient mammary epithelium is capable of milk production and secretion following increased epithelial proliferation after parturition in the mutant glands [10]. GR contributes to mammary lobular unit spatial formation through its ability to stimulate the expression of proteins essential for the spatial organization of the acini, such as the integrin beta-4 subunit [12]. It is clear that glucocorticoids and therefore liganded GR are essential for the growth and differentiation of the mammary gland, as well as the suppression of apoptosis; however, the role of unliganded GR in these processes has not been investigated.

Our previous studies indicated that unliganded GR is recruited to and positively regulates the *BRCA1* promoter through its interaction with the beta subunit of GABP. The addition of hydrocortisone (HC) abolishes this effect and results in decreased *BRCA1* expression [13]. The positive regulatory effect of unliganded GR appeared to be constitutive, involving basal GR levels within breast cells, since no stimulus or secondary messenger was required for its activation, unlike other reports of ligand-independent activation by other steroid hormone receptors which have typically been in response to other stimuli [14]. Consequently, our model of *BRCA1* activation by unliganded GR is a novel mechanism of GR regulation, and it is possible that the unliganded receptor may be involved in the regulation of multiple genes in this manner. Previous efforts to identify targets of GR regulation have involved expression microarray following treatment of human breast cells with dexamethasone, thus revealing genes both positively and negatively regulated by liganded GR (i.e. glucocorticoid-regulated genes) [15]. ChIP-chip analysis was used to investigate promoter occupancy by liganded GR and revealed that GR was bound predominately near genes responsive to glucocorticoids in A549 lung cells and not at genes regulated by GR in other cell types examined [16]. ChIP-seq analysis of GR binding sites in A549 cells revealed approximately 2600 genes that are weakly bound by unliganded GR [17], and although the identities of these genes were not investigated, this study suggested to us that gene regulation by unliganded GR is not only plausible but it may be widespread.

In the current study, we used an shRNA directed against GR to create mouse mammary epithelial cell lines with depleted endogenous GR expression. These cell lines were used to identify genes up and downregulated in the absence of endogenous unliganded GR expression using expression microarray. We found that in cells depleted of GR, 260 genes were significantly upregulated, while 343 genes were significantly downregulated. Since the downregulated genes represented those which are positively regulated by unliganded GR, potentially through a mechanism similar to that reported for *BRCA1*[13], we examined the most significant networks comprised of this gene set via pathway analyses, and determined that several of these genes were involved in pro-apoptotic networks. Validation and further analysis of five candidates of positive regulation by unliganded GR indicated that two of these, *Hsd11b1* and *Ch25h*, were also downregulated following HC treatment, in a manner similar to *Brca1*. Furthermore, GR was shown to interact directly with and upregulate the expression of the *Ch25h* promoter in the absence, but not the presence, of HC, confirming our previously described model of gene regulation by unliganded GR.

## Methods

### Cell culture and treatments

The non-malignant murine mammary epithelial cell line EPH-4, which was derived from spontaneously immortalized mouse mammary gland epithelial cells [18], was a gift of Dr. Calvin Roskelley (University of British Columbia, Vancouver, Canada). EPH-4 cells were cultured as previously described [13,19]. EPH-4 cells stably transfected with H1-2 empty vector or shGR (see below) were maintained in serum-free media with 2 μg/mL puromycin (Sigma). Cell treatments were completed using media lacking serum and containing either 1 μg/mL hydrocortisone (HC) (Sigma), 10 μM RU-486 (Sigma), or ethanol vehicle for 48 hours.

### DNA constructs

Creation of the L6-pRL *BRCA1* promoter construct, the H1-2 and shGR vectors, as well as GR FL and GRΔLBD (originally named GR TAD-DBD-HR) has been described previously [13,20]. The rat construct GRwt (wild-type GR) was a gift of Keith Yamamoto (University of California, San Francisco, USA), and its construction has been described previously [21]. The pCAGGS-GABPα and pCAGGS-GABPβ constructs were obtained from Hiroshi Handa [22]. The *Ch25h* promoter fragments Ch25h-9, Ch25h-10, Ch25h-11, Ch25h-11.5, Ch25h-12 were PCR amplified from EPH-4 genomic DNA using primers listed in Additional file 1: Table S1. To construct the *Ch25h* promoter reporter vectors, *Ch25h* PCR products were cut with Bam HI/Sal I and ligated into pRL-null (Promega), which was cut with Bgl II and Sal I. Each *Ch25h* promoter fragment was cloned into pRL-null upstream of the *Renilla* luciferase (R-luc) sequence.

### Transient transfections and luciferase assays

Approximately 24 hours prior to transfection, EPH-4, EPH-4 EV-50, or EPH-4 shGR-19 cells were plated in serum-containing medium on 12-well culture dishes at a density of 5 × 10^4^ cells/mL. Cells were transfected in triplicate with 1 μL per well of FuGENE®6 transfection reagent (Roche Applied Science). Control cytomegalovirus (CMV)-luc vector (Promega) was used at 25 ng per well, as were expression vectors and empty vector controls. The remainder of the 250 ng per well was allotted to the appropriate *Renilla* luciferase reporter vector. Cells were treated with HC or ethanol vehicle (as described above) in serum-free medium 24 hours following transfection. Forty-eight hours after treatment, cells were harvested for the Dual-Luciferase® Reporter Assay (Promega) as previously described [13,23].

### Creation of EPH-4 shGR stable cells

Approximately 24 hours prior to transfection, EPH-4 cells were plated in serum-containing medium on 100 mm culture dishes at a density of 5 × 10^4^ cells/mL. Cells were transfected with 11.25 μL per plate of FuGENE®6 transfection reagent along with 380 ng of pBABE-puro selectable marker and 3420 ng of either H1-2 empty vector or shGR (1:10 ratio). Following a 24 hour incubation, cells were lifted, diluted 1:20 and re-plated, and subsequently put into 2 μg/mL puromycin selection following another 24 hours. Colonies were lifted using filter paper, expanded, and cell lysates were screened by Western blot for GR protein levels using TBP as a loading control. The resultant stable cell lines EV-50, shGR-73, and shGR-19 were maintained with 2 μg/mL puromycin in media without serum.

### Western blot

Lysates were prepared in 1X SDS loading buffer and analyzed by standard Western blotting procedures. Polyvinylidene fluoride membranes (Millipore) were probed with the appropriate primary antibody: anti-GR (1:500; ab3579; Abcam), or anti-TBP (1:2,000; ab818; Abcam). The secondary antibodies used included goat anti-rabbit (1:10,000; sc-2004; Santa Cruz Biotechnology Inc.) and goat anti-mouse (1:10,000; 115-035-003; Jackson ImmunoResearch). Secondary antibody detection was performed by chemiluminescence (SuperSignal® West Pico, Thermo Scientific/Fisher).

### Quantitative real-time reverse transcription PCR

RNA and RT products were prepared as described previously [13,19,23]. Quantitative real-time reverse transcription PCR (qRT-PCR) reactions were performed using TaqMan® gene expression assays (Life Technologies) for mouse *Nr3c1 (GR)* (Mm00433832_m1) *Brca1* (Mm01249840_m1), *Oas2* (Mm00460961_m1), *Ces1* (Mm00491334_m1), *Hsd11b1* (Mm00476182), *Ch25h* (Mm00515486_s1), *Slc5a9* (Mm00523837_m1). Mouse *Tbp* was used as an internal control for all qRT-PCR experiments (Mm00446971_m1; Life Technologies). Quantitative RT-PCR reactions were performed using the SuperScript® III Platinum® One-Step Quantitative RT-PCR system (Invitrogen) with 50–250 ng RNA in triplicate and 1 μL TaqMan® gene expression assay per reaction. The PCR protocol consisted of one cycle of (900 sec at 50°C and 120 sec at 95°C), followed by 40 cycles of (15 sec at 95°C and 30 sec at 60°C), and was run on an Eppendorf Mastercycler®. Gene expression was calculated relative to the results for the untreated or empty vector sample with the comparative *C*_t_ (ΔΔ*C*_t_) method presented by PE Applied Biosystems (Perkin Elmer).

### ChIP assay

EPH-4 cells were plated and treated as described above. ChIP assays were performed with the ChIP-IT™ Express Enzymatic kit (Active Motif, Carlsbad, CA, USA). Each reaction was performed using chromatin from 2 × 10^6^ cells and 2 μg per reaction of affinity-purified antibody (or water as a no antibody negative control). The following antibodies were used: anti-GR (ab3579; Abcam), anti-GABPα (sc-22810; Santa-Cruz), anti-GABPβ (sc-28684; Santa Cruz) anti-haemaglutinin (sc-805; Santa-Cruz), and anti-acetylated histone H3 (06–599; Upstate Biotechnology, Lake Placid, NY, USA). Walking PCR primers were designed to cover approximately 3000 bp of each the *Ch25h*, *Hsd11b1* distal P1, and *Hsd11b1* proximal P2 promoter regions (primers listed in Additional file 1: Tables S2-S4). The PCR protocol consisted of one cycle of 180 sec at 95°C followed by 38 cycles of (30 sec at 95°C, 30 sec at 60°C, 30 sec at 72°C) and a final cycle of 240 sec at 72°C. ChIP DNA was quantified by quantitative PCR using the QuantiTect SYBR Green PCR kit using 2 μL of ChIP DNA and ChIP PCR primers for mouse *Ch25h* “region 11” from position -447 to -118 ((+) 5’-CAACGGACCCAGTACCAGCA and (-) 5’-ACGTAAAGAACTGTTTGCTTGCC. The PCR protocol consisted of one cycle of 900 sec at 94°C followed by 40 cycles of (30 sec at 94°C, 30 sec at 60°C, 30 sec at 72°C).

### Expression microarray

RNA was prepared as described previously [13,19,23] from EPH-4 EV-50 and shGR-19 stable cell lines. The quality of total RNA was determined with an Agilent 2100 Bioanalyzer (Agilent Technologies). The samples were selected for microarray analysis or for qRT-PCR provided that they had an RNA integrity number (RIN) >7.0, a clear gel image, and no DNA contamination observed on the histogram. A total of 300 ng quality-checked total RNA from each sample (in duplicate) was amplified and labeled with Cy3 using the Agilent QuickAmp kit (Agilent Technologies). Cy3 labeling efficiency and amplification efficiency were assessed using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). 1.65 μg of Cy3-labeled cRNA for each sample was hybridized to an Agilent Whole Mouse Genome 4 × 44 K gene expression array (G2519F-014868, Agilent Technologies). After 17 hours of hybridization, arrays were washed and scanned according to the Agilent gene expression array protocol. The data was normalized by the Feature Extraction software (10.5.1.1) with default parameter settings for one-colour oligonucleotide microarrays and then transferred to GeneSpring GX version 9.0.2 (Agilent Technologies) for further statistical evaluation. In GeneSpring, normalization and data transformation steps for one-colour data were applied as recommended by Agilent Technologies. The data were analyzed using GeneSpring, and genes with >2.0 fold differential expression (both increased and decreased; p < 0.01) between EV-50 and shGR-19 were ranked by fold.

Functional analysis of differentially expressed genes from microarray data was performed using the Gene Ontology Enrichment Analysis Software Toolkit (GOEAST) program, which adjusts the raw p-values into a false discovery rate using the Benjamini-Yekutieli method [24]. In addition to classifying genes based on biological process, molecular function, and cellular component ontologies, we employed Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com) to identify biological networks regulated by GR. The upregulated and downregulated gene sets between EPH-4 EV-50 and shGR-19, as well as both differentially expressed sets together, were used for network analysis. Following GeneSpring analysis, Agilent probe set IDs were uploaded into IPA and queried with all other genes stored in the Ingenuity Knowledge Base. In reporting our results, we focused on networks with high IPA network scores, which demonstrate strong evidence for a given biological pathway being regulated by GR. The results of our GeneSpring differential analysis, as well as the GOEAST and IPA functional analyses, were coalesced in order to construct a list of candidate genes that may be regulated similarly to *Brca1*. Five candidate genes exhibiting decreased differential expression between EV-50 and shGR-19 were chosen for validation and subsequent analyses.

### Statistical analysis

The level of GR knockdown in the EPH-4 stable cell lines shGR-73 and shGR-19 (relative to EV-50) was quantified by densitometric analysis of the GR and TBP Western blots using ImageJ. Standard deviation between triplicates from qRT-PCR experiments were calculated according to the ΔΔ*C*_t_ method presented by Applied Biosystems. Standard deviation between triplicates in luciferase assays was calculated using Microsoft Excel 2010. Statistical significance calculations for qRT-PCR experiments and luciferase assays were performed with GraphPad Prism 5 Software, using the unpaired, two-tailed t-test function assuming equal variances of the averaged data.

## Results

### GR and Brca1 levels are decreased in cells stably expressing shGR

We have previously shown that unliganded GR positively regulates *BRCA1* promoter activity in EPH-4 mouse mammary cells [13]. This effect may be representative of a novel role for unliganded GR as a transcriptional activator of multiple genes in the breast. In order to address this hypothesis as well as study the involvement of unliganded GR in cellular processes, we stably transfected the non-malignant mouse mammary cell line EPH-4 with a short hairpin RNA (shRNA) vector directed against human/mouse GR (shGR) as well as empty H1-2 vector as a control (EV). Protein lysates and RNA were prepared from puromycin-selected clonal isolates maintained in the absence of glucocorticoids, and GR expression was examined by Western blot and qRT-PCR. The stable cell lines shGR-73 and shGR-19 exhibited reduced levels of GR protein (Figure 1A) and expression of *Nr3c1* (GR) mRNA (Figure 1B) relative to the empty vector control cell line EV-50, with shGR-19 exhibiting the greatest degree of GR knockdown at both the protein and mRNA levels. Both shGR-73 and shGR-19 cells displayed reduced endogenous *Brca1* expression compared with EV-50 (Figure 1C), which reflects the positive regulatory effect that GR normally has on this gene. Furthermore, transiently transfecting the *BRCA1* proximal promoter construct L6 resulted in a reduction in its activity by approximately 50% in shGR-19 cells compared to EV-50 cells in the absence of HC, indicating that the level of endogenous GR in these cells is insufficient to positively regulate *BRCA1* expression (Figure 2). In support of this, treatment of shGR-19 cells with HC did not result in any additional repression of *BRCA1* activity.

**Figure 1:**
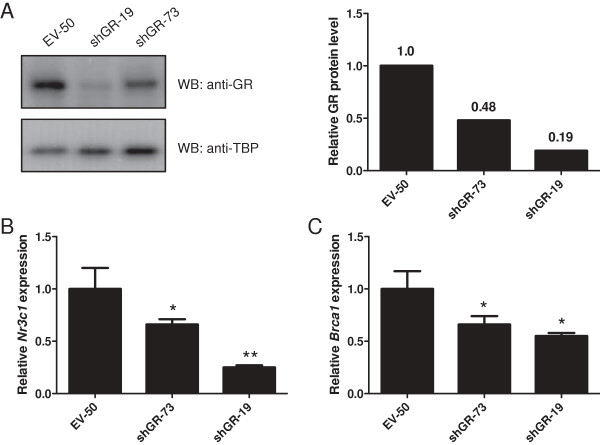
**Expression of GR and Brca1 is decreased in cells stably expressing an shRNA vector against endogenous GR.** EPH-4 cells were stably transfected with a puromycin selectable marker and either an empty vector (H1-2; EV) or an shRNA vector directed against the endogenous glucocorticoid receptor (shGR). Cells were puromycin-selected and expanded. **A**. EV-50, shGR-19, and shGR-73 stable clone lines were lysed and subjected to Western blotting to determine GR expression (shown in left panel). Densitometric analysis was performed to quantify the level of GR protein knockdown in shGR-73 and shGR-19 relative to EV-50 (shown in right panel; numbers indicate protein levels relative to EV-50). **B-C**. RNA was prepared from EPH-4 stable cell lines EV-50, shGR-73, and shGR-19, and qRT-PCR analysis of mouse **B**. *Nr3c1* (GR) and **C**. *Brca1* expression was conducted using TaqMan gene expression assays for each gene. Raw *C*_t_ values for each gene were normalized to raw *C*_t_ values for mouse *Tbp* internal control for triplicate samples, and are presented as the level of expression relative to the EV-50 sample. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3). Statistically significant changes in gene expression relative to EV-50 are indicated for each gene: one asterisk, p < 0.05 (significant); two asterisks, p < 0.005 (very significant).

**Figure 2:**
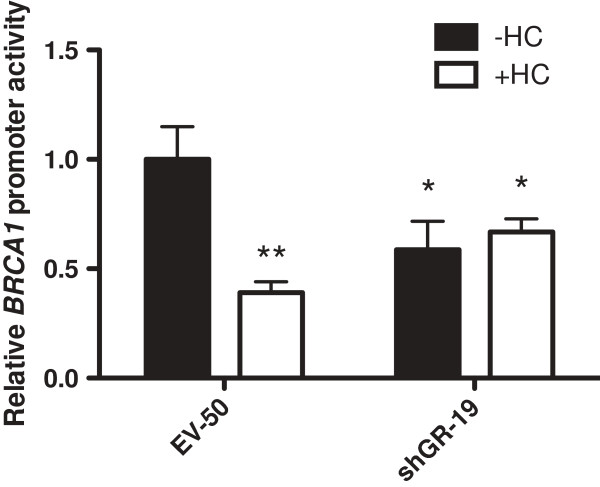
***BRCA1*promoter activity is reduced and no longer repressed in the presence of HC in cells stably expressing shGR.** EPH-4 EV-50 and shGR-19 stable cells were transiently transfected with the L6 *BRCA1* promoter reporter construct, treated 24 hours after transfection with either ethanol vehicle (-HC) or 1 μg/mL HC (+HC), and assayed for luciferase activity following a 48 hour incubation. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3). Statistically significant changes in *BRCA1* promoter activity relative to EV-50 (-HC) are indicated: one asterisk, p < 0.05 (significant); two asterisks, p < 0.005 (very significant).

### Expression microarray analysis

The creation of the stable cell lines EV-50 and shGR-19 afforded us the ability to identify targets exclusively regulated by unliganded GR by comparing gene expression in cells depleted of GR (shGR-19) to that in cells expressing normal endogenous levels of this transcription factor (EV-50). 

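RNA from the empty vector line EV-50 and the GR-depleted line shGR-19, both derived from the mouse mammary epithelial cell line EPH-4, was labelled with Cy3 and hybridized to Agilent Whole Mouse Genome arrays, on which the fluorescence of each probe rises with the amount of the matching RNA. There were 2 arrays per line, with 300 ng RNA labelled for each. All 4 arrays were on 1 slide and were read in 1 scan. The paper gives the labelling as in duplicate, and its text does not name whether the duplicates were separate RNA preparations. Each line is a single clone, so that the spread between duplicates does not cover differences between clones, and the number of arrays limits the precision. The authors deposited the background-subtracted intensity of each spot from the scanner software, and a table of log2 values made in GeneSpring and centred on the median of each probe.

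Each array carried 43379 spots that were not controls, for 41174 probes, some of them with several spots. The number of spots well above background was 23290 on the array labelled EV-50 replicate 1, 26800 on the array labelled EV-50 replicate 2, 26745 on the array labelled shGR-19 replicate 1 and 27358 on the array labelled shGR-19 replicate 2. From the scanner files, log2 intensities were taken relative to the 75th percentile of the array and compared with limma. The 24443 probes well above background on both arrays of at least 1 line were kept. A probe was called changed at more than a 2-fold difference and a Benjamini-Hochberg adjusted p below 0.01.

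The scanner files and the value table did not show the same difference between the lines. Over 10589 brighter probes, the arrays labelled EV-50 replicate 1 and shGR-19 replicate 1 differed with an SD of 0.0817 on the log2 scale, and 1 probe differed by more than 2-fold. The arrays labelled EV-50 replicate 2 and shGR-19 replicate 2 differed with an SD of 0.447. The arrays labelled EV-50 differed from each other with an SD of 0.519, and those labelled shGR-19 with an SD of 0.624. In the value table the duplicates differed with an SD of 0.0970 for EV-50 and 0.0870 for shGR-19, and the lines with SDs from 0.444 to 0.453. Across these probes, the difference between the lines in the value table had a correlation of 0.119 with the difference between the scanner arrays labelled replicate 1 and of 0.957 with that between the scanner arrays labelled replicate 2 (genes are not independent replicates). Values from both sources are therefore given, with the same probes kept in each. The value table had been planned as an alternative to the scanner files, and the further fits on it were added after the data were seen.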

Whole genome expression microarray analysis resulted in the identification of a total of 603 entities (genes or transcripts) with at least a 2-fold change and p < 0.01 between EPH-4 EV-50 and shGR-19 cells, including 260 upregulated genes and 343 downregulated genes in shGR-19 relative to EV-50 (see Additional file 2). 

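In the scanner files, limma called 0 probes higher and 0 lower in shGR-19, and the smallest adjusted p was 0.934. At an unadjusted p below 0.05 and without a limit on the fold, 209 of the 24443 probes passed. At an unadjusted p below 0.01 with more than a 2-fold difference, 19 probes were higher and 16 lower. A plain equal-variance test on the same values, at p below 0.01 without adjustment, gave 2 higher and 4 lower. Without any test, 256 probes were more than 2-fold higher and 285 more than 2-fold lower.

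In the deposited value table, the same fit called 457 probes higher and 585 lower in shGR-19, which carry 397 and 495 distinct gene names. With any 1 of the 4 columns left out limma called 0 probes, while from 9066 to 9824 had an unadjusted p below 0.05. With all probes of the array kept, limma called 15 higher and 28 lower, and the plain equal-variance test with Benjamini-Hochberg adjustment called 4 higher and 11 lower among the kept probes.

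Of the 603 probes of Additional file 2, 529 were kept, and 529 were called in the value table. On the scanner arrays none of the 603 was called by limma, and 595 had the direction listed by the paper. The listed direction was seen for 98.8% of the 603 between the arrays labelled replicate 2 and for 55.1% between those labelled replicate 1. The list was selected on the value table, so these overlaps are not independent evidence.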

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [25] and are accessible through GEO Series accession number GSE51408 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51408). 

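Among the probes called in the value table and well above background on all 4 scanner arrays, the 5 with the largest increase in shGR-19 were 1 probe for Zfp704, 2 for Prl2c3, 1 for Prl2c5 and 1 for Gng11. Zfp704, a zinc finger protein gene whose probe lies on chromosome 3 of mm9 from 9438827 to 9438886, had a log2 fold change of 6.48 (standard error 0.086, adjusted p = 0.00120 from limma). Prl2c3 and Prl2c5 encode related hormones of the prolactin family, and their probes had log2 fold changes of 5.83, 4.65 and 5.42. How far these probes detect each other's RNA was not tested. Gng11, which encodes a G protein subunit, had a log2 fold change of 4.20 (standard error 0.051). From the scanner files the Prl2c3 probe with the largest increase read 3.27 on the array labelled EV-50 replicate 1 and -4.57 on the array labelled EV-50 replicate 2, against 3.34 and 1.00 on the arrays labelled shGR-19 replicates 1 and 2 (log2 relative to the 75th percentile of the array). The difference of 2.82 between the lines was close to its standard error of 2.78. The Zfp704 probe read -2.57 and -5.00 on the arrays labelled EV-50 and -2.58 and 1.14 on those labelled shGR-19.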

Genes upregulated in shGR-19 compared to EV-50 are likely negatively regulated by unliganded GR, since they are increased in the absence of endogenous unliganded GR. In contrast, genes downregulated in shGR-19 compared to EV-50 are positively regulated by unliganded GR, since they are decreased in the absence of endogenous unliganded GR. 

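The 5 largest decreases in the value table, among called probes well above background on all 4 scanner arrays, were those of Oas1a, Hp, 1700016M24Rik, Mtrf1 and Slc7a4. Hp encodes haptoglobin, and its probe lies on chromosome 8 of mm9 from 112099172 to 112099231. It was 2.60 ± 0.0034 in EV-50 and -2.60 ± 0.0043 in shGR-19 (SD, n = 2 arrays, log2 relative to the median of the probe), a log2 fold change of -5.21 with a standard error of 0.045. The log2 fold changes of 1700016M24Rik and Mtrf1 were -5.04 and -4.73. 1700016M24Rik lies on chromosome 15, in a region where the median log2 fold change over 36 genes was -0.31. Across the scanner arrays, Hp read 4.98 and 6.38 on the arrays labelled EV-50 and 4.88 and 1.01 on those labelled shGR-19, a log2 fold change of -2.73 with a standard error of 1.41. From the direction of change when GR is depleted, the paper reasons that genes decreased in shGR-19 are positively regulated by unliganded GR, and proposes negative regulation for genes increased in it.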

Among the genes downregulated in shGR-19, the GR gene, *Nr3c1*, was decreased approximately 4-fold, confirming the stability of GR knockdown in this cell line. 

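The probe for Nr3c1 in Additional file 2 lies on chromosome 18 of mm9 from 39570619 to 39570678. It read 1.81 and 1.92 on the scanner arrays labelled EV-50 replicates 1 and 2, and 1.46 and -0.034 on those labelled shGR-19 replicates 1 and 2 (log2 relative to the 75th percentile of the array). The mean was 1.86 ± 0.078 on the arrays labelled EV-50 and 0.71 ± 1.05 on those labelled shGR-19 (SD, n = 2), a log2 fold change of -1.15 (standard error 0.55) that limma did not call. Between the arrays labelled replicate 1 the difference was -0.35, and between those labelled replicate 2 it was -1.95. Without the array labelled shGR-19 replicate 2, the log2 fold change was -0.40. On the array labelled shGR-19 replicate 1 the decrease of the targeted gene was thus a small part of that on the other array with this label, and this bears on every direction taken from the scanner files.

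From the value table, Nr3c1 was 0.97 ± 0.021 in EV-50 and -0.97 ± 0.021 in shGR-19 (SD, n = 2), a log2 fold change of -1.94 (standard error 0.048, adjusted p = 0.00216 from limma), or 3.83-fold lower. With each column left out in turn it stayed between -1.95 and -1.92 and did not pass an adjusted p of 0.01. With all probes of the array kept it did not pass either (adjusted p = 0.0113).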

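Brca1 was read by 2 probes on chromosome 11 of mm9. The brighter lies from 101350409 to 101350468. From the value table it was 0.31 ± 0.0039 in EV-50 and -0.32 ± 0.025 in shGR-19 (SD, n = 2), a log2 fold change of -0.63 (standard error 0.047, adjusted p = 0.00617 from limma), or 1.55-fold lower. The other probe had a log2 fold change of -0.70 (standard error 0.15) and did not pass 0.01 (adjusted p = 0.0405). With all probes of the array kept, the brighter probe did not pass 0.01 either (adjusted p = 0.0247). Over the scanner arrays the brighter probe read 1.86 and 2.83 on the arrays labelled EV-50 and 1.95 and 2.22 on those labelled shGR-19, a log2 fold change of -0.26 that was smaller than its standard error of 0.39. When the array labelled EV-50 replicate 2 was left out, it was 0.22. The other probe was 0.12 higher on the arrays labelled shGR-19, with a standard error of 0.40.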

While *Brca1* did not qualify for the analysis following the 2-fold cutoff, its expression was decreased approximately 1.5-fold in shGR-19, confirming our previous report that GR positively regulates *Brca1* activity, since GR depletion results in decreased expression of endogenous *Brca1*.

#### *Functional analyses*

In order to analyze potential functional trends in our microarray data, we performed functional analyses of the lists of differentially expressed up and downregulated genes. Our Gene Ontology (GO) analysis was completed using GOEAST (Gene Ontology Enrichment Analysis Software Toolkit) [24]. This program enabled the determination of the most highly represented GO categories in response to GR depletion, and the number of genes in each set (up and downregulated) belonging to those categories. This analysis determined that the gene targets negatively regulated by unliganded GR were involved in various developmental processes, while the targets of positive regulation by unliganded GR were involved in processes related to immune system regulation and signaling (see Additional file 3: Figures S1 and S2). Furthermore, there was little to no overlap in GO terms between the two gene lists; while several genes positively regulated by unliganded GR were involved in pro-apoptotic pathways, a number of genes negatively regulated by unliganded GR appeared to be anti-apoptotic. 

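The gene ontology terms were not analysed here. Gene lists written after Additional file 2 had been read were tested with limma's camera and Benjamini-Hochberg adjustment over 9 lists, with the brightest kept probe of each gene. Of 36 interferon-stimulated genes kept, 34 were lower in shGR-19 in the value table, with a median log2 fold change of -1.37 (adjusted p = 4.05e-15). Adjusted over all probes tested, 21 were called lower by more than 2-fold. Adjusted over the list alone, and without a limit on the fold, 34 passed 0.01. These are not the same 34, as they include Epsti1, which was higher in shGR-19 (log2 fold change 0.93). Additional file 2, chosen on these samples, holds 17 of the 40 genes of the list, so that count is not independent evidence. The 21 kept genes outside Additional file 2 had a median of -0.82 (adjusted p = 4.48e-07). In the scanner files 34 of the 36 were lower, with a median of -0.89 (adjusted p = 3.85e-11), and none was called singly. Without the array labelled EV-50 replicate 2, that median was 0.24. Camera was run with a preset correlation between genes. With an estimated correlation, the list did not pass 0.05 in the value table (adjusted p = 0.116) or in the scanner files (adjusted p = 0.851). With limma's fry it passed in the value table (adjusted p = 0.000498) and not in the scanner files (adjusted p = 0.936). Genes for interferon receptors and sensors had a median of -0.13 in the value table (11 genes, adjusted p = 0.406), and genes specific to immune cells one of 0.037 (9 genes, adjusted p = 0.876).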

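Of the genes the paper names one by one as pro-apoptotic, the 5 reported here were all lower in shGR-19 in the value table, with log2 fold changes from -6.12 to -1.10. The 6 it names as anti-apoptotic were all higher, from 0.53 to 1.51, of which Adora1 did not pass an adjusted p of 0.01. On the scanner arrays Dnase2a was well above background on 1 of the 2 arrays labelled shGR-19 and Hsh2d on 1 array of each line. The means of the lines differed by log2 values from 0.24 to 0.78 for the genes the paper names as anti-apoptotic. Limma called none of the genes kept. Between the arrays labelled replicate 2 all of these genes moved in the directions of the value table. Between the arrays labelled replicate 1, 3 of the 5 named as pro-apoptotic and 2 of the 6 named as anti-apoptotic were lower in the one labelled shGR-19. What each gene does in apoptosis in these cells was not tested here, so the grouping is the paper's.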

In order to examine the structure of regulatory networks underlying the response to depleted endogenous GR expression, we performed Ingenuity Pathway Analysis using both sets of differentially expressed genes between EPH-4 EV-50 and shGR-19, as well as both differentially regulated gene sets together. Unlike GO analysis, which classifies individual gene candidates based on function, IPA networks represent gene relationships and interactions that are linked to specific molecular and cellular mechanisms.

IPA revealed that there was a high probability for finding genes that were negatively regulated by unliganded GR in a network hub centered on prostaglandin-endoperoxide synthase 2 (PTGS2; cyclooxygenase (COX)-2) and chemokine signaling (Figure 3). 

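Ptgs2, which encodes the hub of the network, was read by 2 kept probes on chromosome 1 of mm9, both in Additional file 2. The brighter lies from 151954416 to 151954475. It was -0.57 ± 0.022 in EV-50 and 0.57 ± 0.027 in shGR-19 in the value table (SD, n = 2), a log2 fold change of 1.14 (standard error 0.049, adjusted p = 0.00332 from limma). The other probe gave 1.22. From the scanner files the brighter probe read 0.0077 and 0.17 on the arrays labelled EV-50, and -0.19 and 1.11 on those labelled shGR-19, a log2 fold change of 0.37 (standard error 0.49). When the array labelled shGR-19 replicate 2 was left out, it was -0.28.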

Genes in this “top” network had p-values of <0.05 based on Fisher’s exact test, and were associated with cardiovascular system development and function, cellular movement, and organismal development, indicating that unliganded GR, either directly or indirectly, negatively regulates these processes. This network was composed primarily of gene candidates of negative regulation by unliganded GR identified by our microarray study, as indicated by the shaded entities, while the white entities represent factors imputed from the IPA Knowledge Base (IPA network score = 41).

**Figure 3:**
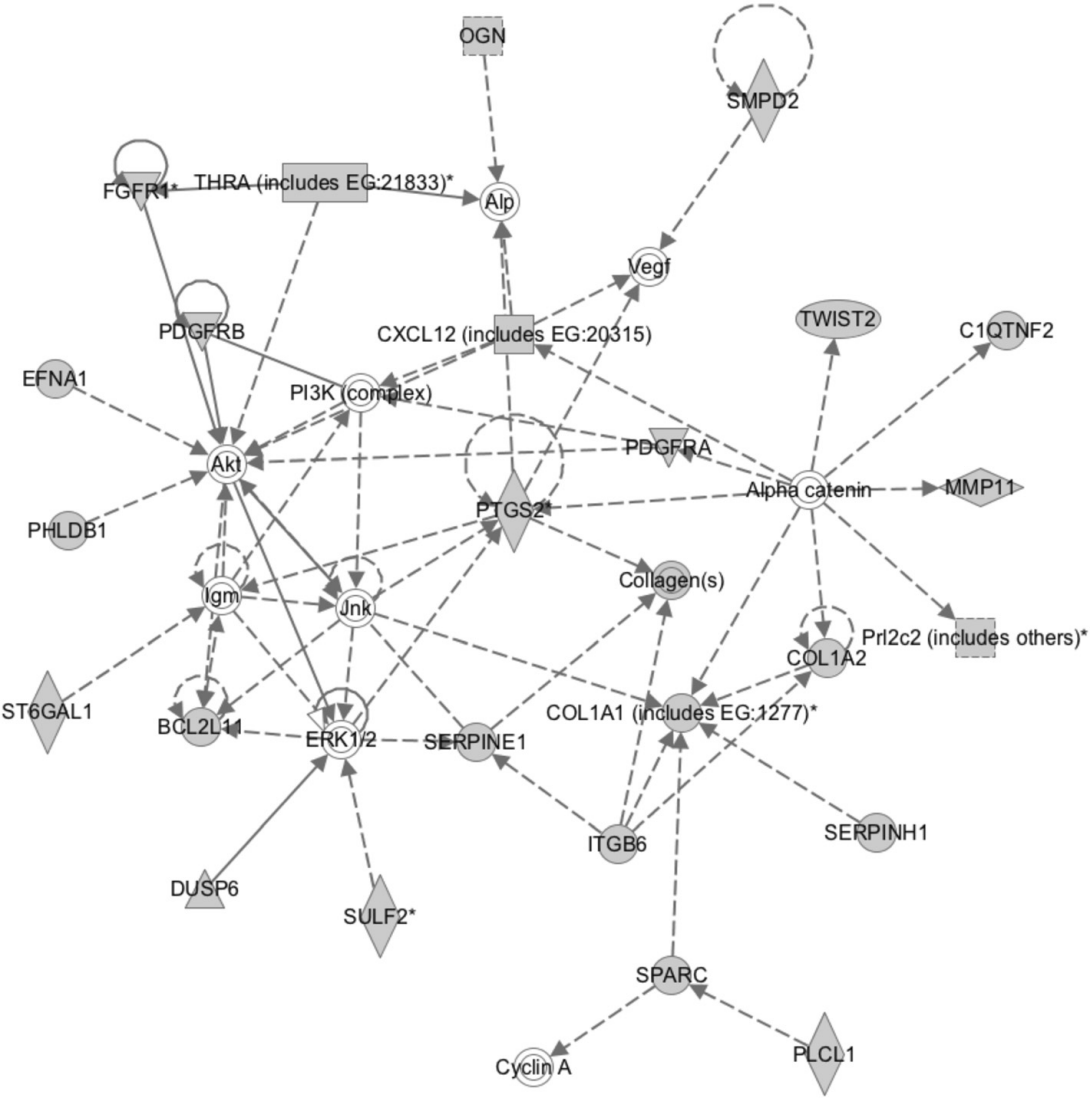
**Ingenuity Pathway Analysis of genes negatively regulated by unliganded GR.** IPA identified this hub as the top signaling network among candidate genes upregulated in EPH-4 shGR-19 compared to EV-50 (IPA network score = 41) *i.e.* negatively regulated by unliganded GR. This network was associated with cardiovascular system development and function, cellular movement, and organismal development. Solid lines indicate a physical interaction between molecules. A solid line with an arrow indicates that one factor acts on the other, while a solid line with a perpendicular bar at the end denotes that one factor inhibits the other. Dotted lines indicate an indirect cellular interaction between factors. Shaded molecules represent candidate genes revealed to be upregulated between EPH-4 EV-50 and shGR-19 in our microarray analysis, while white molecules represent factors imputed from the Ingenuity Knowledge Base. The different shapes of the molecules represent their different functional activities: square, cytokine; circle, other; triangle, kinase/phosphatase; rectangle, G protein coupled receptor; oval, transcription regulator; diamond, enzyme. A full explanation of IPA annotation can be found at http://www.springerimages.com/Images/LifeSciences/1-10.1007_s12014-010-9053-0-2.

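Taken array by array, the median difference of the interferon-stimulated genes between the scanner arrays labelled shGR-19 and EV-50 was -0.23 for those labelled replicate 1 and -1.49 for those labelled replicate 2. The median of the list was 1.99 higher on the array labelled EV-50 replicate 2 than on that labelled EV-50 replicate 1, and 0.87 higher on the array labelled shGR-19 replicate 2 than on that labelled shGR-19 replicate 1. In the value table the medians of the corresponding column pairs were -1.35 and -1.39.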

According to IPA, the genes positively regulated by unliganded GR from our microarray study had a high probability of being found in a “top” network signaling hub involving interferon and immune system signaling. Genes in this network, with p-values of <0.05, were associated with dermatological diseases and conditions, inflammatory disease, and neurological disease (Figure 4). This network was comprised almost entirely of gene candidates of positive regulation by unliganded GR identified by the present study (IPA significance score = 41). 

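Nr3c1 was also read by 3 further probes on chromosome 18 of mm9, between 39572871 and 39574242, none of them in Additional file 2. From the value table their log2 fold changes were -1.72 (standard error 0.084), -1.63 (standard error 0.11) and -1.41 (standard error 0.10), and each passed an adjusted p of 0.01 in limma. Across the scanner arrays they were -0.85, -1.02 and -0.88, with standard errors of 0.47, 0.57 and 0.47. Between the arrays labelled replicate 1 these probes differed by -0.24, -0.22 and -0.20, and between the arrays labelled replicate 2 by -1.47, -1.82 and -1.55.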

The GR gene (*Nr3c1*), which was downregulated approximately 4-fold in shGR-19, was central in this pathway, establishing its direct involvement in the positive regulation of these processes. Also prominently featured in this network were Cyclin D2 (*CCND2*), and members of the oligoadenylate synthetase (*Oas*), interferon regulatory factor (*Irf*), and interferon-induced tetratricopeptide repeat (*Ifit*) families of genes. 

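Ccnd2 was read by 3 kept probes on chromosome 6 of mm9. The probe in Additional file 2, from 127098696 to 127098755, had a log2 fold change of -1.04 in the value table (standard error 0.049, adjusted p = 0.00358 from limma). Of the others, 1 passed the 2-fold limit narrowly and was called (adjusted p = 0.00475), and 1 was 1.92-fold lower, below the limit. Ccnd2 lies in a region of 27 genes whose median log2 fold change was -0.44. Over the scanner arrays its log2 fold change was -0.47 (standard error 0.42), and without the array labelled shGR-19 replicate 2 it was 0.068.

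Irf7, on chromosome 7, was 1.90 ± 0.041 in EV-50 and -1.90 ± 0.053 in shGR-19 in the value table (SD, n = 2), a log2 fold change of -3.80 (standard error 0.058, adjusted p = 0.00130 from limma). Irf9, Ifit1, Ifit3 and Tnfrsf18 had log2 fold changes of -1.66, -1.26, -2.11 and -2.99, and all were called. In the scanner files Irf7 read 0.58 on the array labelled EV-50 replicate 2 and between -3.19 and -2.91 on the other arrays, so that its log2 fold change of -2.02 (standard error 1.20) was -0.28 without that array. That of Irf9 was 0.17 without it. Irf5 was well above background only on that array, so that, with its own signal taken on the array labelled EV-50 replicate 1, its mean on the arrays labelled EV-50 lay at least 2.01-fold above those labelled shGR-19. From the value table, with all probes kept, Irf5 did not pass 0.01 (adjusted p = 0.0139). Of these 7 genes, 7 were lower on the array labelled shGR-19 replicate 2 than on that labelled EV-50 replicate 2, and 4 between the arrays labelled replicate 1.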

When all entities (*ie*. both lists of candidates of negative and positive regulation by unliganded GR) were analyzed together, there was a high probability for finding candidate genes from the present study in a network hub involving interferon and immune signaling (data not shown). Notably, this pathway consisted primarily of genes from the top network involving candidates that were downregulated in shGR-19 relative to EV-50, including *Nr3c1* itself, suggesting that these biological signaling pathways predominantly involve factors that are positively regulated by unliganded GR. We hypothesized that these factors may be positively regulated by unliganded GR through the same mechanism as we have previously identified for *Brca1*. As such, we focused primarily on this set of genes, and selected five candidates for validation and further analysis.

**Figure 4:**
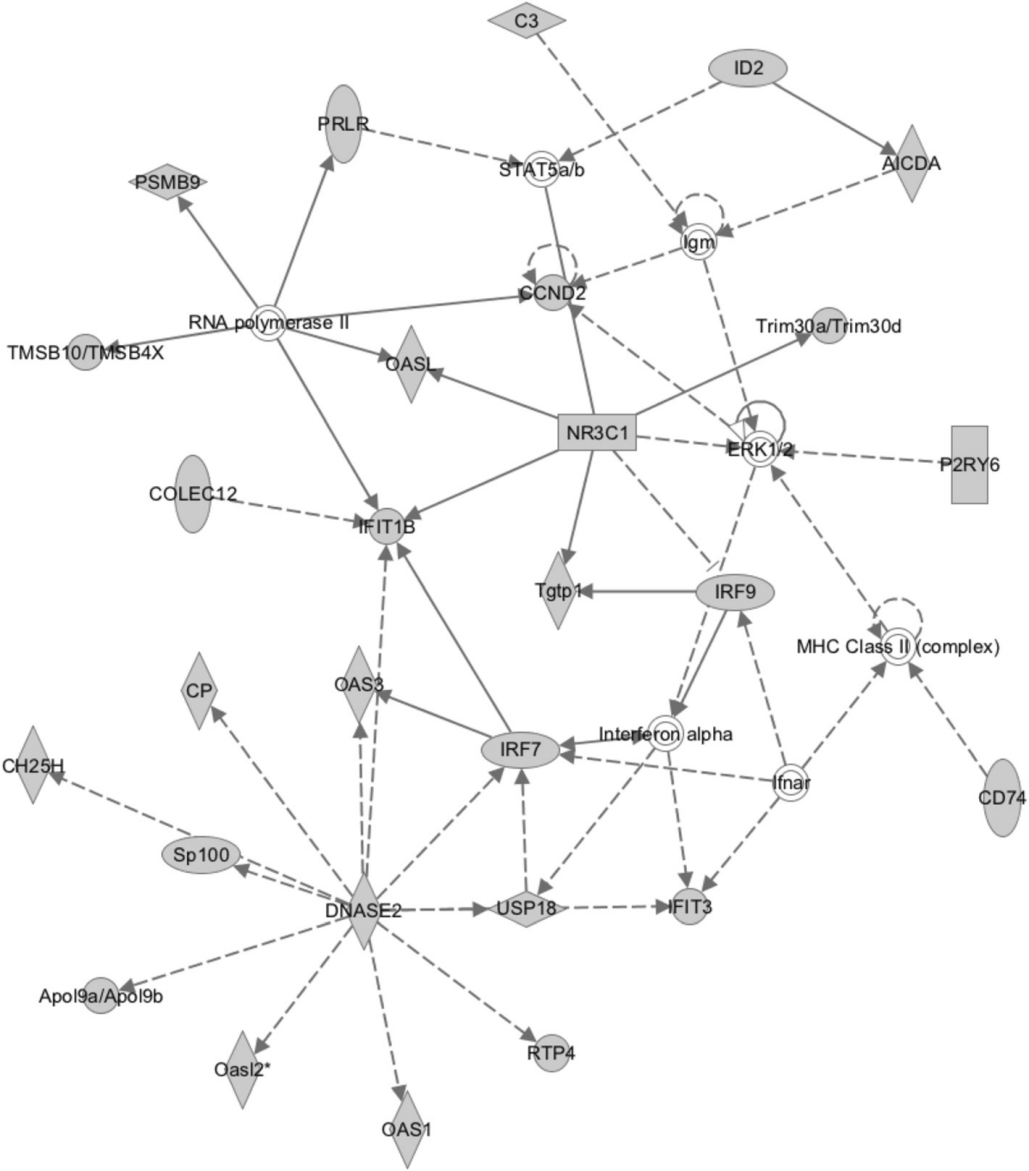
**Ingenuity Pathway Analysis of genes positively regulated by unliganded GR.** IPA identified this hub as a top signaling network among candidate genes downregulated in EPH-4 shGR-19 compared to EV-50 (IPA network score = 41) *i.e*. positively regulated by GR. This network was associated with dermatological diseases and conditions, inflammatory disease, and neurological disease. Annotation of IPA network shapes and molecular relationships as specified in Figure 3.

#### *Candidate gene selection*

Five candidate genes were selected for microarray validation and further characterization based on the combined results of the GeneSpring differential analysis and both the GOEAST (see Additional file 3) and IPA functional analyses, and included *Hsd11b1*, *Ch25h*, *Ces1*, *Oas2*, and *Slc5a9*. Each of these genes was among the top 50 candidates that exhibited at least 10-fold downregulated expression in shGR-19 compared to EV-50. 

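Ordered by the size of the decrease in Additional file 2, Oas2 was number 4 of 343, Slc5a9 number 20, Ch25h number 32, Ces1 number 33 and Hsd11b1 number 39. Oas2 and Slc5a9 were well above background on neither scanner array labelled shGR-19, so that no exact fold or rank of their own is given. Among the 21179 probes well above background on all 4 scanner arrays, Ch25h was number 27, Ces1 number 28 and Hsd11b1 number 31 by the decrease in the value table. Of these probes, 29 were at least 10-fold lower in shGR-19, of which 21 are in the list. Ch25h was 10.4-fold, Ces1 10.2-fold and Hsd11b1 9.06-fold lower. Ch25h, Ces1 and Hsd11b1 were kept by the filter and called, with log2 fold changes of -3.37, -3.35 and -3.18 (standard errors 0.11, 0.045 and 0.047, adjusted p = 0.00253, 0.00120 and 0.00120 from limma). With any 1 column of the table left out none of them passed 0.01, and with all probes kept Ch25h did not (adjusted p = 0.0115). Hsd11b1, on chromosome 1 of mm9 from 195048169 to 195048228, lies in a region of 44 genes with a median log2 fold change of -0.46.

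Oas2 and Slc5a9 were well above background on 1 scanner array, that labelled EV-50 replicate 2, so the filter left them out. With all probes kept, Oas2 had an adjusted p of 0.00890 in the value table and Slc5a9 one of 0.0103. From the scanner files only a bound can be given. The mean of the arrays labelled EV-50, with the probe's own signal on that labelled EV-50 replicate 1, was set against, for each array labelled shGR-19, the lowest signal among probes well above background or the probe's own signal where that was higher. Oas2 was at least 3.08-fold and Slc5a9 at least 1.69-fold higher on the arrays labelled EV-50.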

The *Hsd11b1* gene encodes the enzyme 11β-hydroxysteroid dehydrogenase type 1, which is responsible for the interconversion of glucocorticoids between inactive cortisone and active cortisol in humans and between inactive 11-dehydrocorticosterone and active corticosterone in rodents [26]. *Ch25h* encodes the enzyme cholesterol 25-hydroxylase, which catalyzes the synthesis of 25-hydroxycholesterol from cholesterol and molecular oxygen [27], and has a role in the regulation of the innate immune system, where its expression is induced in the presence of TLR ligands [28,29]. The enzyme carboxylesterase 1 is encoded by the *Ces1* gene, which is a serine esterase that hydrolyzes aromatic and aliphatic esters and thus maintains the level of free lipids within cells by monitoring cholesterol esterification levels [30]. The *Oas2* gene encodes 2′,5’-oligoadenylate synthetase 2, which is a member of a family of essential proteins involved in the innate immune response to viral infection [31]. Oas2 is induced by interferons to synthesize 2′,5’-oligoadenylates, which activate latent RNase L, resulting in viral RNA degradation and the inhibition of viral replication [32]. 

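Of the other Oas genes on chromosome 5 of mm9, Oas1a had the largest decrease among kept probes in the value table, from 2.80 ± 0.060 in EV-50 to -2.98 ± 0.31 in shGR-19 (SD, n = 2), a log2 fold change of -5.78 with an adjusted p of 0.00242 from limma. Oas1c, Oasl1 and Oasl2 had log2 fold changes of -1.34, -2.03 and -2.74, with standard errors of 0.049, 0.052 and 0.059. Oas3 was left out by the filter. Its probe in Additional file 2 was well above background on 1 of 4 scanner arrays, one labelled EV-50, and was lower in shGR-19 in the value table. On the scanner arrays Oas1a read 0.79 on the array labelled EV-50 replicate 2 and between -5.05 and -3.63 on the others. Oas1c and Oasl2 read higher on the array labelled shGR-19 replicate 2 than on both arrays labelled replicate 1, and without the array labelled EV-50 replicate 2 their log2 fold changes were 0.13 and 0.92. The members of this family are similar in sequence, and how far a probe detects the RNA of another member was not tested.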

*Oas2* was one member of several *Oas* genes that appeared to be positively regulated by unliganded GR (*Oas1a*, *Oas1c*, *Oas3*, *Oasl1*, *Oasl2*). The protein encoded by *Slc5a9* is a sodium-dependent glucose transporter that is essential for the transport of mannose, 1,5-anhydro-D-glucitol, and fructose [33]. 

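The solute carrier genes Slc23a3, Slc39a4, Slc46a1 and Slc7a4 were called lower in shGR-19 in the value table, with log2 fold changes of -1.41, -2.51, -1.17 and -4.38 and standard errors of 0.057, 0.057, 0.053 and 0.12. Their adjusted p in limma ran from 0.00199 to 0.00352. From the scanner files none was called. The log2 fold changes there were -0.79, -1.37, -0.56 and -1.73, with standard errors of 0.59, 1.07, 0.48 and 1.21. Slc39a4 read 4.16 on the array labelled EV-50 replicate 2 and between 1.02 and 1.52 on the others, and without that array its log2 fold change was 0.16. Without the array labelled shGR-19 replicate 2, those of Slc23a3, Slc46a1 and Slc7a4 were 0.024, 0.075 and 0.0022.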

*Slc5a9* was representative of a larger group of solute carrier genes that appeared in our gene set comprised of targets of unliganded GR positive regulation (*Slc23a3*, *Slc39a4*, *Slc46a1*, *Slc7a4*).

#### *Candidate gene validation*

To validate the microarray, quantitative real-time reverse transcription PCR (qRT-PCR) was performed to assess the mRNA expression of the five selected genes that exhibited decreased differential expression between EPH-4 EV-50 and shGR-19 cells, *Hsd11b1*, *Ch25h*, *Ces1*, *Oas2*, and *Slc5a9*, as well as *Brca1* and *Nr3c1* (Figure 5A-G). Microarray and qRT-PCR resulted in similar levels (*ie*. relative expression in shGR-19 compared to EV-50) of downregulation for all of these genes, confirming the reliability of our microarray results at the mRNA level (Table 1). It is of note that while *Hsd11b1*, *Ch25h*, and *Slc5a9* were expressed at relatively high levels (*ie*. raw *C*_t_ values were lower than those of the housekeeping gene, *Tbp*), both *Ces1* and *Oas2* were expressed less abundantly (*ie*. raw *C*_t_ values were higher than those of *Tbp*, and in the case of *Ces1*, values approached the maximum number of PCR cycles).

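Relative expression in shGR-19, computed as 2 to the power of the log2 fold change, was 0.261 for Nr3c1, 0.646 for Brca1, 0.110 for Hsd11b1, 0.0965 for Ch25h and 0.0978 for Ces1 in the value table. Across the scanner arrays it was 0.451 for Nr3c1, 0.834 for Brca1, 0.336 for Hsd11b1, 0.282 for Ch25h and 0.306 for Ces1. The spread behind these values differed between the sources. For Hsd11b1 the SD between duplicates on the log2 scale was 0.018 in EV-50 and 0.013 in shGR-19 in the value table, and 0.71 and 1.25 between the scanner arrays with these labels (n = 2). For Ch25h it was 0.0048 and 0.18, against 0.32 and 2.07. On the array labelled shGR-19 replicate 1, Hsd11b1 read 0.34 against 0.53 on the array labelled EV-50 replicate 1, Ch25h -1.19 against -1.05, and Ces1 2.62 against 2.65. On the array labelled shGR-19 replicate 2, Hsd11b1 read -1.43 against 1.53 on the array labelled EV-50 replicate 2, Ch25h -4.12 against -0.60, and Ces1 0.45 against 3.83. Tbp, the internal control of the qRT-PCR, had a log2 fold change of 0.46 in the value table (standard error 0.063) and did not pass 0.01 (adjusted p = 0.0166 from limma). From the similar decreases by array and qRT-PCR, the paper concludes that its microarray results are reliable at the mRNA level.

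**Figure D1:**
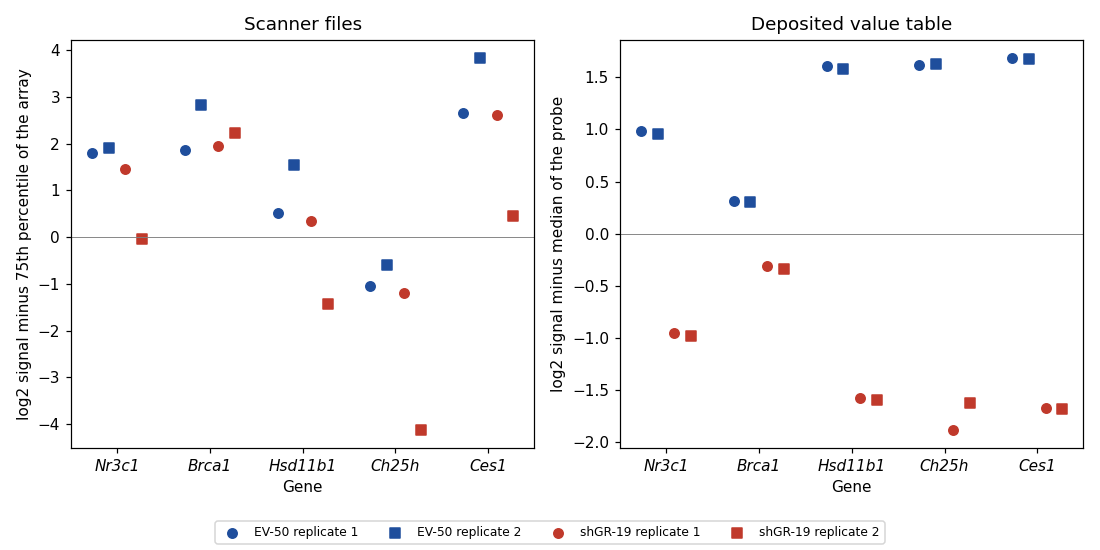
Log2 values of Nr3c1, Brca1, Hsd11b1, Ch25h and Ces1 on each of the 4 arrays, with the scanner files on the left (relative to the 75th percentile of the array) and the deposited value table on the right (relative to the median of the probe), on vertical axes of different range. Each point is 1 array, with circles for replicate 1 and squares for replicate 2; in the scanner files Ces1 reads 2.65 and 2.62 on the arrays labelled replicate 1, and 3.83 and 0.45 on those labelled replicate 2.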

**Figure 5:**
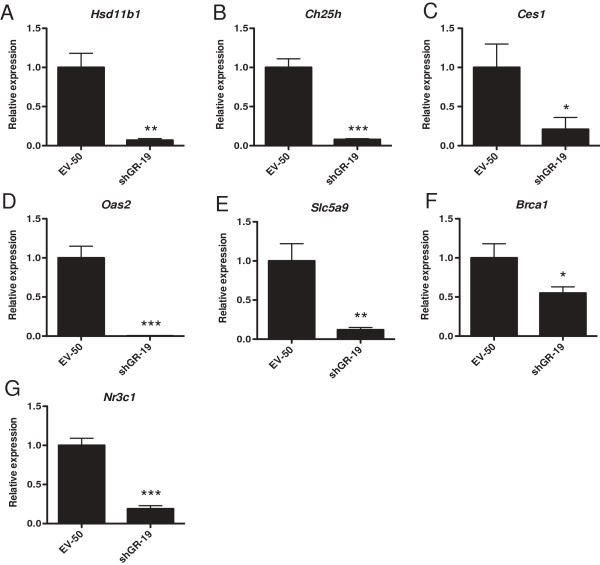
**Validation of microarray candidate genes.** qRT-PCR validation of microarray candidate gene expression was conducted using RNA prepared from EPH-4 EV-50 and shGR-19 stable cells and TaqMan mouse gene expression assays for each gene: **A**. *Hsd11b1*, **B**. *Ch25h*, **C**. *Ces1*, **D**. *Oas2*, **E**. *Slc5a9*, **F**. *Brca1*, and **G**. *Nr3c1*. Raw *C*_t_ values for each gene were normalized to raw *C*_t_ values for mouse *Tbp* internal control for triplicate samples, and are presented as the level of expression relative to the EV-50 sample. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3). Statistically significant changes in gene expression relative to EV-50 are indicated for each gene: one asterisk, p < 0.05 (significant); two asterisks, p < 0.005 (very significant); three asterisks, p < 0.0005 (very highly significant).

**Table 1:** Relative expression of candidate genes in EPH-4 shGR-19 RNA compared to EV-50 RNA in expression microarray vs. qRT-PCR experiments

	**Relative expression: shGR-19 vs. EV-50**	
**Gene**	**Expression microarray**	**qRT-PCR validation**
*Hsd11b1*	0.11	0.07
*Ch25h*	0.10	0.08
*Ces1*	0.10	0.21
*Oas2*	0.02	0.004
*Slc5a9*	0.07	0.12
*Brca1*	0.77	0.55
*Nr3c1*	0.26	0.19

The fold change output for each gene between shGR-19 and EV-50 from the microarray data was converted to relative expression by taking the base-2 logarithm of the absolute fold change and setting this value as the negative exponent of 2. The relative expression values for each gene between shGR-19 and EV-50 in the qRT-PCR were obtained directly during the experimental analysis (ΔΔ*C*_t_ method).

### Expression of candidate genes in response to hydrocortisone and RU-486 treatment

To investigate whether ligand binding to GR exerts the same effect on our candidate genes as we have previously reported for *BRCA1*, we investigated the expression of each gene in the presence of HC. EPH-4 cells were treated with HC, and RNA was prepared at 0, 24, and 48 hours for qRT-PCR analysis. As expected, treatment with HC downregulated *Brca1* by about 50% at both 24 and 48 hours (Figure 6A). Expression of *Hsd11b1* was reduced by about 60% after 24 hours of HC treatment, and by 40% at 48 hours (Figure 6B). Notably, *Hsd11b1* expression increased nearly 3-fold between 0 and 48 hours in untreated (-HC) cells. HC treatment resulted in a decrease in *Ch25h* expression by approximately 80% after 24 and 48 hours (Figure 6C). *Ces1* expression was also downregulated by HC at both 24 and 48 hours, but large standard deviations indicate that this gene may not be expressed at adequate levels (Figure 6D). Expression of *Oas2* increased with HC treatment, by 6- and 8-fold at 24 and 48 hours, respectively (Figure 6E). *Slc5a9* was also positively affected by HC treatment, with expression of this gene increasing 4-fold after 24 hours and 13-fold after 48 hours (Figure 6F). Expression of *Slc5a9* also increased in untreated cells, but this effect was less dramatic than in HC-treated cells. Since HC appears to have an upregulating effect on *Oas2* and *Slc5a9* expression rather than a repressing effect, it is possible that these genes are not regulated by unliganded GR through precisely the same mechanism as *Brca1*. Instead, it is possible that unliganded GR may be poised on a GRE within these promoters but may not activate transcription until ligand binding, making these genes HC-responsive. Expression of *Nr3c1* was unaltered by HC treatment (Figure 6G), indicating GR does not regulate itself in this context.

**Figure 6:**
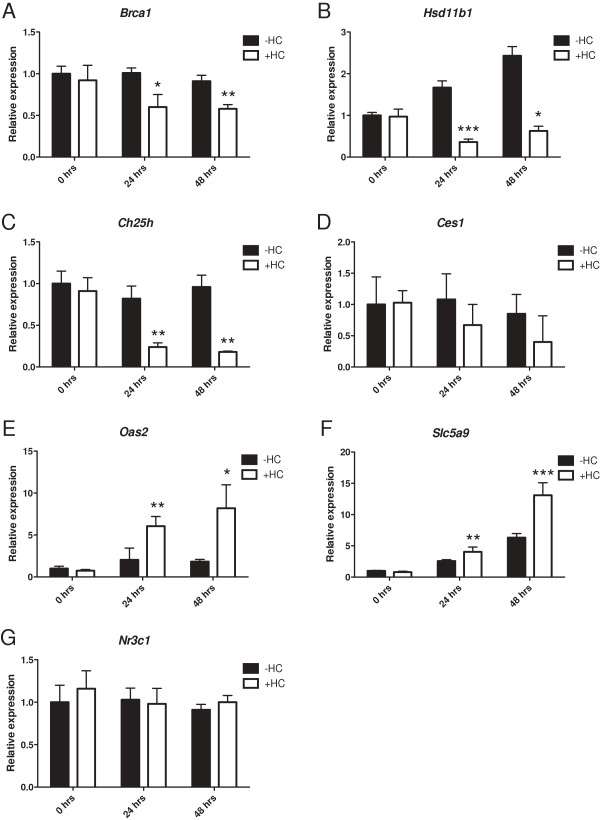
**Expression of microarray candidate genes in response to HC treatment.** EPH-4 cells were treated 24 hours after plating (*ie*. at 0 hrs) with either ethanol vehicle (-HC) or 1 μg/mL HC (+HC) in serum-free media for a period of 48 hours. RNA was prepared at 0, 24, and 48 hours, and qRT-PCR analysis of microarray candidate gene expression was conducted using TaqMan mouse gene expression assays for each gene: **A**. *Brca1***B**. *Hsd11b1*, **C**. *Ch25h*, **D**. *Ces1*, **E**. *Oas2*, **F**. *Slc5a9*, and **G**. *Nr3c1*. Raw *C*_t_ values for each gene were normalized to raw *C*_t_ values for mouse *Tbp* internal control for triplicate samples, and are presented as the level of expression relative to the -HC sample at 0 hrs. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3). Statistically significant changes in gene expression relative to the -HC sample for each time point are indicated for each gene: one asterisk, p < 0.05 (significant); two asterisks, p < 0.005 (very significant); three asterisks, p < 0.0005 (very highly significant).

We further evaluated the effect of ligand binding on the expression of both *Hsd11b1* and *Ch25h* with the use of the GR antagonist, mifepristone (RU-486). RU-486 is a hydrocortisone analogue that is able to bind to GR but inhibits the transcription of GR target genes [34]. We have previously demonstrated that treatment of mouse mammary cells with RU-486 results in decreased expression of endogenous *Brca1*, indicating that ligand binding, even of a nonsignaling ligand, to GR is the key physiological stimulus for decreased *Brca1* expression, and we suggested that in addition to blocking normal signaling of liganded GR, the repressive ability of RU-486 may be partly due to its ability to disrupt unliganded GR binding at the promoters of its target genes [13]. In the present study, treatment of EPH-4 cells with RU-486 resulted in decreased expression of both *Brca1* and *Ch25h*, but not *Hsd11b1*, which was activated (Figure 7), suggesting that the regulation of these genes may involve different mechanisms of GR signaling.

**Figure 7:**
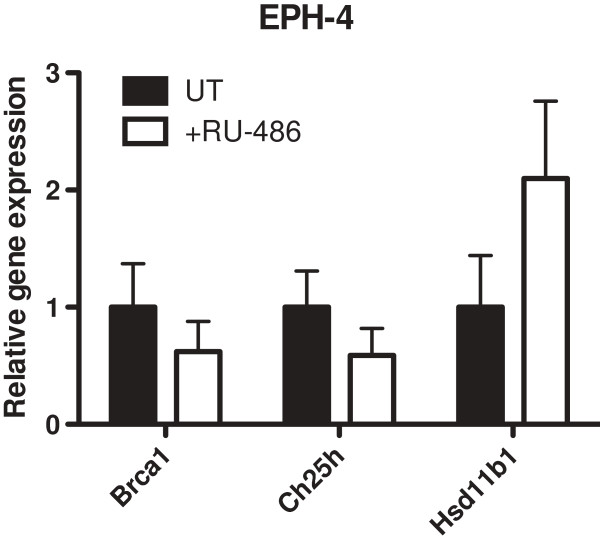
**Expression of microarray candidate genes in response to RU-486 treatment.** EPH-4 cells were treated 24 hours after plating (*ie*. at 0 hrs) with either ethanol vehicle (UT) or 10 μM RU-486 (+RU-486) in serum-free media for a period of 48 hours, after which RNA was prepared. qRT-PCR analysis of gene expression was conducted using TaqMan mouse gene expression assays for *Brca1*, *Hsd11b1*, and *Ch25h*. Raw *C*_t_ values for each gene were normalized to raw *C*_t_ values for mouse *Tbp* internal control for triplicate samples, and are presented as the level of expression relative to the UT sample. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3).

### The unliganded glucocorticoid receptor interacts directly with the Ch25h promoter and upregulates Ch25h activity

Our microarray and further validation experiments indicated that *Hsd11b1* and *Ch25h* were positively regulated by unliganded GR in the absence of HC and that their expression decreased upon HC addition. In order to determine whether unliganded GR physically interacts with the promoters of these genes, we performed ChIP assays using untreated and HC-treated EPH-4 chromatin and assayed both the *Hsd11b1* and *Ch25h* promoter regions using walking sets of ChIP primers that covered approximately 2800 bp upstream and 500 bp downstream of the defined transcription start sites in both genes (*Ch25h* promoter depicted in Figure 8A). These experiments revealed that GR bound specifically to “region 11” between -447 and -219 bp of *Ch25h* in the absence of HC, and that this interaction was abolished in the presence of HC (Figure 8B). Furthermore, ChIP of the *ets* family members GABPα and GABPβ demonstrated that both of these proteins interacted with this same region of *Ch25h* in the absence but not the presence of HC. This result is of interest since the mechanism by which unliganded GR upregulates *BRCA1* expression involves a protein-protein interaction with GABPβ at the *BRCA1* promoter. The ChIP DNA samples were analyzed via quantitative PCR using the ChIP primers for *Ch25h* “region 11” and values obtained reflect the pattern of band intensities on the ChIP gel (Table 2). Neither GR nor GABP bound to either the *Hsd11b1* P1 (distal) or P2 (proximal) promoters in the absence or presence of HC (data not shown).

**Figure 8:**
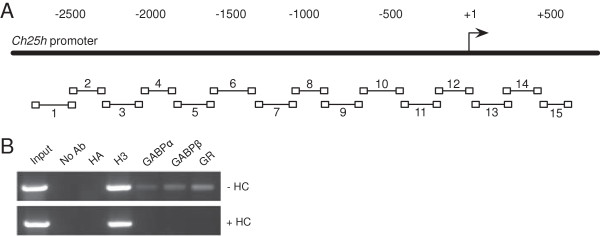
**GR physically interacts with the*Ch25h*promoter in the absence of ligand. A**. Schematic of walking ChIP primers covering ~2800 bp upstream and ~500 bp downstream of the transcription start site of *Ch25h*. The thick black line indicates the *Ch25h* promoter. The arrow and +1 indicate the location of the transcription start site. The numbers above indicate the bp location on *Ch25h*. The boxes below indicate the locations of the ChIP primers, and the region amplified by each primer set is indicated by a line between the boxes. The numbers above and below these lines indicate the designated “region” of the *Ch25h* promoter covered by each primer set. **B**. Chromatin was prepared from EPH-4 non-malignant mouse mammary cells 24 hours after treatment with either ethanol vehicle (-HC) or 1 μg/mL HC (+HC) in serum-free medium. ChIP analysis was carried out with the indicated antibodies and PCR primers amplifying the region between -447 to -219 bp of the *Ch25h* promoter. Ab, antibody; HA, hemagglutinin; H3, acetylated histone H3.

**Table 2:** Analysis of ChIP DNA products by quantitative PCR

		**EPH-4 chromatin**	
		**-HC**	**+HC**
	**Input**	26.58	27.06
	**No Ab**	>40	>40
ChIP	**HA**	>40	>40
DNA	**H3**	27.94	28.13
Sample	**GABPα**	32.67	>40
	**GABPβ**	33.5	>40
	**GR**	32.5	>40

The ChIP DNA products were analyzed via quantitative PCR using the ChIP primers for *Ch25h* “region 11” and expressed as relative *C*_t_ values.

We previously reported that transfection of a GR expression vector increased *BRCA1* activity in transient transfection assays with the proximal *BRCA1* promoter reporter. In order to investigate the effect of GR on *Ch25h* promoter expression, we transfected EPH-4 cells with *Ch25h* reporter constructs of varying lengths: Ch25h-9 (-937), Ch25h-10 (-687), Ch25h-11 (-477), and Ch25h-11.5 (-375), which each contained Ch25h “region 11”, either in its entirety or the proximal half, and Ch25h-12 (-225), which did not contain this region (Figure 9A). This transfection was performed in the absence (Figure 9B) and presence of HC (Figure 9C). In the absence of HC, luciferase activity significantly increased for all reporters containing this site following the addition of exogenous GR (GRwt), while it did not increase for Ch25h-12 (Figure 9B). The level of increase in activity of Ch25h-9, Ch25h-10, Ch25h-11, and Ch25h-11.5 in response to exogenous GR addition was comparable to that of *BRCA1* (L6) (approximately 50% increase in relative promoter activity in response to GR addition). Treatment with HC resulted in downregulation of *BRCA1* L6 and all *Ch25h* promoter reporters containing the region between -375 and -225 bp compared to the activity of each observed in the -HC experiment, during transfection with both EV and GRwt (Figure 9C). Conversely, HC addition had no effect on the activity of Ch25h-12 compared to the -HC experiment, indicating that this region is not HC-responsive. The effect of exogenous GR addition on the activity of *Ch25h* was also investigated using the EPH-4 clone cell lines EV-50 and shGR-19 in both the absence and presence of HC. Consistent with the wild-type EPH-4 transfection, activity of the L6 *BRCA1* promoter and all *Ch25h* reporters containing the region between -375 and -225 bp significantly increased following the addition of exogenous GR (GRwt) in the absence of HC in both EV-50 and shGR-19 cell lines, while activity of Ch25h-12 was unaltered by GR addition (Figures 10A and C). The presence of HC had a repressive effect during EV and GRwt transfections with L6 *BRCA1* and some of the *Ch25h* reporters in EV-50, but not shGR-19 cells, emphasizing the difference in endogenous GR levels between these cell lines (Figures 10B and D). Unlike in the wild-type EPH-4 transfection, the activity of Ch25h-12 was slightly upregulated in response to HC during transfection with both EV and GRwt in both EPH-4 clone cell lines (Figures 10B and D). While normalization in this experiment was performed separately within cell lines, it is of note that the *Ch25h* reporters were approximately 50% less active in shGR-19 cells than in EV-50 cells in the -HC experiment (*ie*. if the cell lines were compared directly to one another). Collectively, these assays support the existence of a response element for unliganded GR within the *Ch25h* promoter “region 11” and that the minimal region required is between -375 and -225 bp.

**Figure 9:**
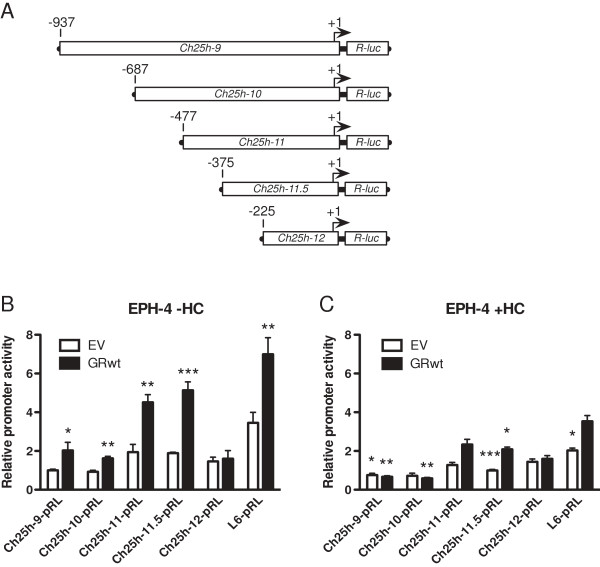
**GR activates the*Ch25h*promoter region between -375 and -225 bp only in the absence of HC. A**. Schematic of *Ch25h* promoter fragments cloned into the pRL-Null vector upstream of the *Renilla* luciferase (*R-luc*) gene. **B**-**C**. EPH-4 cells were transiently transfected with the *Ch25h* promoter reporters Ch25h-9-pRL, Ch25h-10-pRL, Ch25h-11-pRL Ch25h-11.5-pRL Ch25h-12-pRL, and the L6-pRL *BRCA1* promoter reporter, as well as empty vector (EV) or wild-type GR (GRwt) expression vector. Cells were treated 24 hours after transfection with either **B**. ethanol vehicle (-HC) or **C**. 1 μg/mL HC (+HC) in serum-free medium and assayed for luciferase activity following a 48 hour incubation. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3). For **B**., statistically significant changes in *Ch25h* promoter activity relative to the EV control for each reporter are indicated: one asterisk, p < 0.05 (significant); two asterisks, p < 0.005 (very significant); three asterisks, p < 0.0005 (very highly significant). For **C**., statistically significant changes in *Ch25h* promoter activity in response to EV and GRwt transfections are indicated relative to the EV transfection for each reporter from the corresponding -HC experiment in **B**.

**Figure 10:**
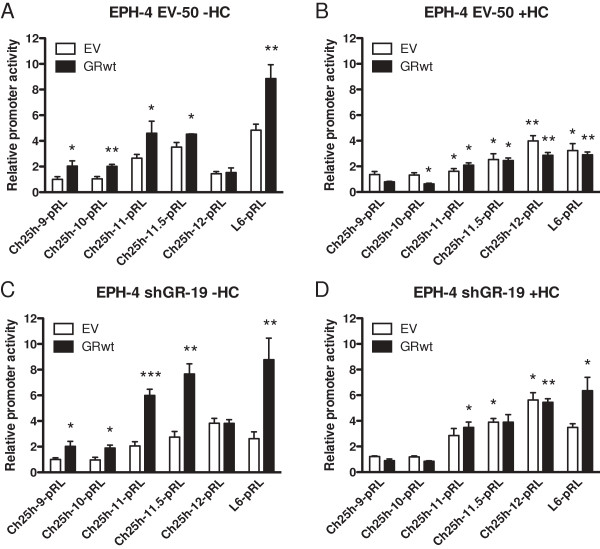
**GR activates the*Ch25h*promoter region between -375 and -225 bp only in the absence of HC in EPH-4 clone cell lines EV-50 and shGR-19.** EPH-4 clone cell lines **A**-**B**. EV-50 and **C**-**D**. shGR-19 were transiently transfected with the *Ch25h* promoter reporters Ch25h-9-pRL, Ch25h-10-pRL, Ch25h-11-pRL Ch25h-11.5-pRL Ch25h-12-pRL, and the L6-pRL *BRCA1* promoter reporter, as well as empty vector (EV) or wild-type GR (GRwt) expression vector. Cells were treated 24 hours after transfection with either **A** and **C**. ethanol vehicle (-HC) or **B** and **D**. 1 μg/mL HC (+HC) in serum-free medium and assayed for luciferase activity following a 48 hour incubation. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3). For **A** and **C**., data was normalized to the EV control in the Ch25h-9-pRL transfection (*ie*. separately for each cell line). Statistically significant changes in *Ch25h* promoter activity relative to the EV control for each reporter are indicated: one asterisk, p < 0.05 (significant); two asterisks, p < 0.005 (very significant); three asterisks, p < 0.0005 (very highly significant). For **B** and **D**., data was normalized to the EV control in the Ch25h-9-pRL transfection from the corresponding -HC experiments in **A** and **C**. Statistically significant changes in *Ch25h* promoter activity in response to EV and GRwt transfections are indicated relative to the EV transfection for each reporter from the corresponding -HC experiments in **A** and **C**.

In order to demonstrate that unliganded GR is responsible for the observed activation of *Ch25h*, we transiently transfected EPH-4 cells with the *Ch25h* promoter reporters Ch25h-11.5-pRL (which contains the predicted minimal GR binding region between -375 and -225 bp) and Ch25h-12-pRL (does not contain the GR binding region) along with full length GR (GR FL) and a GR mutant lacking the entire ligand binding domain (GRΔLBD), each in the absence and presence of HC treatment. Both GR FL and GRΔLBD activated Ch25h-11.5-pRL in the absence of ligand (Figure 11A). While activation by GR FL was abolished upon the addition of HC, activation by GRΔLBD was sustained in the presence of HC, emphasizing that in contrast to the wild-type protein, it is now immune to the effects of HC. This mutant is unable to bind ligand, but can still maintain its interaction with the *Ch25h* promoter and activate its expression. Similar results were obtained with the *Ch25h* promoter reporters Ch25h-9-pRL, Ch25h-10-pRL, and Ch25h-11-pRL (see Additional file 4: Figure S3). Neither GR FL nor GRΔLBD was able to activate the construct lacking the GR responsive region (Ch25h-12-pRL), and its activity was not significantly altered upon HC addition (Figure 11B), adding further support for the existence of a response element for unliganded GR contained within the -375 to -225 bp region of *Ch25h*. The presence of GABP alone or in combination with the GR expression vectors did not have a significant effect on the activity of either Ch25h-11.5-pRL or Ch25h-12-pRL. These experiments corroborate our previously described model of gene regulation by unliganded GR in which GR binds to a gene promoter in the absence of HC to activate expression, and in the presence of HC, the activity of the gene decreases due to the dissociation of GR from the promoter.

**Figure 11:**
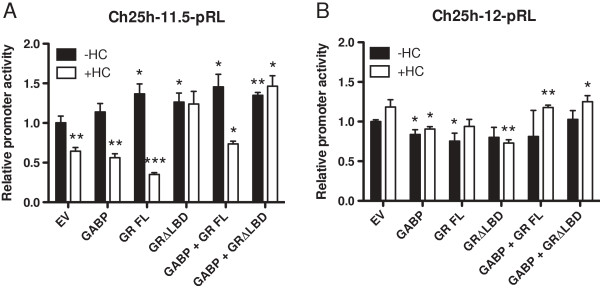
**GRΔLBD activates the*Ch25h*promoter in the presence and absence of HC.** EPH-4 cells were transiently transfected with the *Ch25h* promoter reporters **A**. Ch25h-11.5-pRL and **B**. Ch25h-12-pRL as well as with expression vectors for GABPα/β (GABP), full-length GR (GR FL) and GR lacking the ligand binding domain (GRΔLBD). Cells were treated 24 hours after transfection with either ethanol vehicle (-HC) or 1 μg/mL HC (+HC) and assayed for luciferase activity following a 48 hour incubation. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3). Statistically significant changes in *Ch25h* promoter activity relative to the EV (-HC) transfection are indicated: one asterisk, p < 0.05 (significant); two asterisks, p < 0.005 (very significant).

## Discussion

We have previously shown that unliganded GR is a positive regulator of *BRCA1* expression, and that the presence of ligand negates this regulation. Here, we have continued to explore the role of unliganded GR in the breast, and report the first identification of potential targets of unliganded GR. Expression microarray analysis revealed 343 genes that were positively regulated by unliganded GR, thus illuminating a previously unknown role for unliganded GR in the regulation of a network of genes and adding a new dimension to the GR signaling pathway. We selected five targets of positive regulation by unliganded GR for validation and further analysis. Both *Ch25h* and *Hsd11b1* were repressed by the addition of HC, and *Ch25h* appeared to be regulated by unliganded GR through a similar mechanism as that reported for *Brca1. Oas2* and *Slc5a9* appeared to be activated by both unliganded and liganded GR and may represent a different class of unliganded GR targets.

In the current study, the expression patterns of *Ch25h* indicate that it is regulated similarly to *Brca1* in both the presence and absence of HC. The Ch25h enzyme is responsible for converting cholesterol into 25-hydroxycholesterol, which has been shown to inhibit cell growth and induce apoptosis [35]. The *Ch25h* gene is present in the majority of vertebrate species, being expressed at low levels in brain, lung, heart, and kidney tissues, but is absent from lower organisms such as yeast and flies [36]. While *Ch25h* gene expression is low in resting immune cells, it is induced several hundred-fold when cells are activated with various toll-like receptor (TLR) ligands, suggesting a role for this enzyme in immune system regulation [28,29]. According to IPA analysis, *Ch25h* appeared in the top network signaling hub regulated by unliganded GR that was centered on immune system and inflammatory signaling. In this network, *Ch25h* shared indirect interactions with various factors known to be involved in pro-apoptotic pathways, such as *Dnase2a*[37], as well as several members of the *Irf* and *Oas* families, which were also found by our microarray as targets of unliganded GR.

In support of our previously reported model of unliganded GR as a positive regulator of gene expression, we found that GR physically interacted with a specific region (between -477 to -219 bp) of the *Ch25h* promoter in the absence of ligand, while the addition of HC abolished this interaction. Furthermore, the activity of various *Ch25h* reporters containing the region between -375 and -225 bp increased following the addition of exogenous GR in the absence of ligand, while GR addition had no effect on a *Ch25h* reporter that lacked this region. Analysis of predicted transcription factor binding sites by Alibaba2.1 (http://www.gene-regulation.com) did not reveal any GRE sites within this sequence. Collectively, these results suggest that *Ch25h* is regulated by unliganded GR through a similar molecular mechanism as we have described for *BRCA1*[13].

The *Hsd11b1* gene encodes the enzyme Hsd11b1, which is responsible for controlling the biological activity of glucocorticoids in target tissues. *Hsd11b1* is extensively expressed, particularly in metabolic tissues such as liver, muscle, and adipose [38]. This enzyme is involved in mechanisms of both innate and acquired immune system modulation, with its expression being enhanced in response to a variety of cytokines and inflammatory stimuli [39,40]. Accordingly, IPA analysis revealed that *Hsd11b1* was associated with a network involving several of the same factors as those appearing in the signaling hub with *Ch25h*, including *Dnase2a* and several members of the *Irf* and *Oas* gene families (data not shown). However, this second network was associated with a slightly lower IPA network score, implying more extrapolated connections between our gene set and the identified network. Similar to *Brca1* and *Ch25h*, *Hsd11b1* expression was negatively regulated by HC. However, *Hsd11b1* expression was not repressed by treatment with RU-486, and our ChIP experiments did not show evidence of GR binding to either the distal P1 or proximal P2 promoters of the *Hsd11b1* gene in the absence (or presence) of ligand (data not shown), which may indicate that this gene is either regulated by unliganded GR through an alternate indirect mechanism, or that this interaction occurs outside the region defined by our ChIP primers.

Expression of both *Oas2* and *Slc5a9* was decreased when GR was depleted but in contrast to *Ch25h* and *Hsd11b1*, these genes were significantly activated by HC addition. We suggest that in the absence of hormone, these genes are bound by unliganded GR, where it contributes to the positive regulation of these genes as observed in our microarray analysis. During HC treatment, GR remains bound to the promoter, perhaps via a different protein complex or through a canonical GRE. This offers an explanation for the HC-responsiveness of both *Oas2* and *Slc5a9*, which each display kinetics characteristic of a canonical GRE in response to glucocorticoid binding, such as the *IκB-α* gene, which is induced 23-fold in response to dexamethasone [41]. Promoter analysis using Alibaba2.1 revealed that both *Oas2* and *Slc5a9* contain one or more GRE consensus sequences within their promoter regions. While the binding of unliganded GR to a canonical GRE has not been reported thus far, ChIP-seq analysis of GR binding in A549 lung cells has previously revealed approximately 2600 genes that are weakly bound by unliganded GR [17], representing a mechanism through which GR upregulates genes both in the absence and presence of hormone. This theory merits further investigation.

Beyond our candidate gene analysis, GOEAST and IPA functional analyses revealed that a number of genes positively regulated by unliganded GR were involved in pro-apoptotic pathways, including *Dnase2a*, *Casp1*, *Casp4*, *Card11*, *Xaf1*, *Hsh2d*, and multiple members of the *Irf* and *Tnf* family of genes. In contrast, the genes negatively regulated by unliganded GR appeared to be involved in various developmental and morphogenetic processes, and several of these were involved in anti-apoptotic processes, such as *Faim3*, *Bcl7c*, *Bcl2l11*, *Smad6*, *Atf5*, and *Adora1*. 

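In the value table Dnase2a, which encodes a DNA-degrading enzyme, had the largest decrease of these genes among those reported here. Its probe in Additional file 2, on chromosome 8 of mm9 from 87446111 to 87446170, was 3.00 ± 0.051 in EV-50 and -3.12 ± 0.21 in shGR-19 (SD, n = 2), a log2 fold change of -6.12 (adjusted p = 0.00178 from limma). A second kept probe gave -2.45 (standard error 0.12). Over the scanner arrays the first read -0.76, 0.27 and -0.67 on 3 arrays and was not well above background on the array labelled shGR-19 replicate 2. The log2 fold changes of Casp1, Casp4 and Xaf1 in the value table were -1.10, -2.31 and -1.62, and all were called. Hsh2d, at -2.29, was left out by the filter and with all probes kept had an adjusted p of 0.0104. In the scanner files Xaf1 read higher on the array labelled shGR-19 replicate 2 than on either array labelled replicate 1, and without the array labelled EV-50 replicate 2 its log2 fold change was 0.38.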

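From the value table Faim3 had a log2 fold change of 1.51 (standard error 0.057), Smad6 1.11 (standard error 0.045), Bcl2l11 1.09 (standard error 0.046) and Atf5 1.06 (standard error 0.057), all with an adjusted p below 0.01 in limma. A second probe for Bcl2l11 gave 0.25 and did not pass 0.01 (adjusted p = 0.0718). Bcl7c was read by 3 probes, none in Additional file 2, with log2 fold changes of 0.53, 0.53 and 0.56 that passed an adjusted p of 0.01 but stayed below 2-fold. For Adora1 the probe in Additional file 2 had a log2 fold change of 2.89 but was well above background on 1 scanner array, and the kept probes gave 0.86 and -0.032 (adjusted p = 0.165 and 0.923). On the scanner arrays Atf5 read 3.39 and 3.16 on the arrays labelled EV-50 and 3.75 and 4.04 on those labelled shGR-19, a log2 fold change of 0.62 (standard error 0.24) that limma did not call. When the array labelled shGR-19 replicate 2 was left out, the log2 fold changes of Faim3, Bcl2l11, Smad6 and Adora1 were -0.73, -0.29, -0.10 and -0.12.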

Among the targets of positive regulation by unliganded GR included several Interferon Regulatory Factors (*Irfs*) and members of the 2′,5’-oligoadenylate synthetase (*Oas*) gene family, which are collectively induced in response to interferons (IFNs) [42-44]. IFN-inducible genes are often associated with apoptotic pathways, and some of these factors have been reported to be regulated by BRCA1 [45], which is known to participate in the maintenance of genomic integrity through mediation of both DNA repair and apoptosis mechanisms in the breast [46,47]. 

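The probe for Brca2 in Additional file 2, on chromosome 5 of mm9, was 0.60 ± 0.056 in EV-50 and -0.58 ± 0.026 in shGR-19 in the value table (SD, n = 2), a log2 fold change of -1.17 (standard error 0.056, adjusted p = 0.00362 from limma). Fancd2 and Recql, both on chromosome 6, had log2 fold changes of -1.04 and -1.09 (standard errors 0.052 and 0.047). A second probe for Brca2 and 1 for Fancd2 gave -0.88 and -0.98, below the 2-fold limit. Recql lies in a region of 43 genes with a median log2 fold change of -0.40. From the scanner files the log2 fold changes were -0.72 for Brca2, -0.53 for Fancd2 and -0.46 for Recql, with standard errors of 0.63, 0.40 and 0.34. Without the array labelled shGR-19 replicate 2, that of Brca2 was 0.070. Over a list of 17 genes of the BRCA and Fanconi repair pathways, 17 were lower in shGR-19 in the value table, with a median of -0.47 (camera, adjusted p = 6.99e-07), and 16 in the scanner files, with a median of -0.21 (adjusted p = 0.000155). With an estimated correlation between genes it passed 0.05 in neither (adjusted p = 0.116 and 0.851). When the array labelled EV-50 replicate 2 was left out, the scanner median was -0.093 (adjusted p = 0.667).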

A number of other BRCA1-related factors known to participate in DNA repair and apoptotic events, such as *Brca2*[48], *Fancd2*[49], and *Recql*[50], were positively regulated by unliganded GR. It is possible that *BRCA1* is central in the network of genes upregulated by unliganded GR. BRCA1 has recently been found to upregulate the activity of phosphorylated GR, and this activation was required for GR autoregulation [51]. It is possible that a cooperative feedback loop exists between BRCA1 and GR, whereby levels of BRCA1 predict levels of GR, and vice versa, and this may represent a mechanism of regulating basal levels of unliganded GR within the breast.

It is well established that glucocorticoids and liganded GR are required for the growth and maintenance of the mammary gland, as well as the suppression of apoptosis during functional differentiation [52]. However, during quiescence and involution, glucocorticoid levels are at a minimum, which suggests a role for unliganded GR in these processes [52,53] (Figure 12). Maintenance of the quiescent adult breast is not dependent upon glucocorticoids, and, as a result, experiences limited proliferation and differentiation [53]. During this period, targets of unliganded GR are upregulated, and the higher level of pro-apoptotic factors produced could be responsible for helping to clear abnormal cells. Levels of intracellular glucocorticoids, particularly cortisol, rise gradually during pregnancy [54-57], where the breast experiences extensive proliferation of the terminal ductal lobuloalveolar units (TDLUs) [58]. At parturition, cortisol levels rise dramatically [54,57], and the breast undergoes functional differentiation of the TDLUs, marking the initiation of lactation [59]. Liganded GR is known to support acinus formation and spatial organization during pregnancy and lactation by regulating the expression of proteins required for maintenance of tight junctional complexes, such as adherens junctions proteins ZO-1 and β-catenin [12,60,61]. Liganded GR also upregulates signal transducer and activator of transcription 5 (STAT5) and enhances β-casein gene transcription during lactation [62-64]. Signaling by liganded GR in this manner maintains a state of terminal differentiation in the breast, both by upregulating the expression of the above-mentioned genes involved in breast morphogenesis, and negating signaling by unliganded GR, thus preventing apoptosis and the onset of involution. Decreased *Brca1* expression reported during lactation in the mouse mammary gland may be reflective of this loss of unliganded GR activation [53]. The cessation of suckling initiates a decrease in circulating cortisol levels, which induces post-lactational regression (involution), an apoptotic process whereby the breast reverts to a quiescent, pre-pregnancy state [3,65]. During involution, signaling by liganded GR is lost, and signaling by unliganded GR would be re-established, thus upregulating pro-apoptotic factors to encourage involution, and repressing factors involved in differentiation. Accordingly, the decrease in cortisol associated with induction of involution coincides with an increase in *Brca1* expression in mice [53].

**Figure 12:**
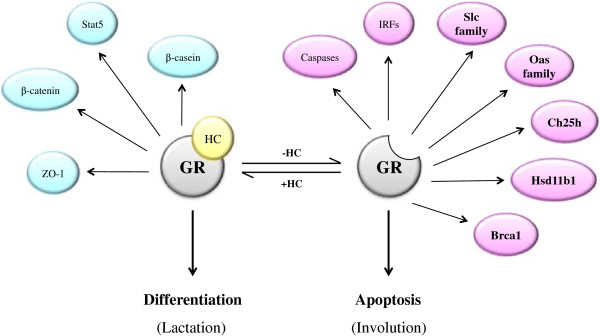
**Summary of signaling networks and pathways regulated by the glucocorticoid receptor.** Targets of liganded and unliganded GR appear to possess opposing functions in the breast. While liganded GR is involved in maintaining functional differentiation, such as occurs during lactation, several unliganded GR targets appear to be pro-apoptotic, and may be involved in involution. Factors in blue represent known targets of liganded GR signaling. Factors in purple represent targets revealed by our microarray to be positively regulated by unliganded GR. Targets in bold purple represent candidates investigated during our microarray validation.

While ligand-independent activity has been previously reported for other nuclear receptors, including GR, this activity has been in response to other stimuli [14,66-69]. In contrast, our previous and current work indicates that unliganded GR constitutively regulates basal expression of its target genes, which suggests that the endogenous levels of unliganded GR itself may directly determine the expression level of these genes. In the quiescent breast, where maintenance of this state is not dependent upon glucocorticoids, the greater availability of unliganded GR is postulated to increase pro-apoptotic signaling, which could result in the elimination of abnormal cells. Unliganded GR thus offers protection from tumourigenesis during this period, via upregulation of pro-apoptotic factors and potentially through upregulation of *Hsd11b1*, which may protect the breast from low levels of glucocorticoids through their inactivation [70]. We suggest that during periods of stress, levels of unliganded GR are lowered due to a shift towards liganded GR signaling, and it is thus less able to fulfill its protective, pro-apoptotic role. According to this model, downregulation or loss of constitutive activity of unliganded GR would be selected for during cellular transformation since this would confer cells with the ability to resist apoptosis. As reported previously, long-term epigenetic regulation of GR (specifically promoter methylation) represents a mechanism through which an individual’s susceptibility to stress may be altered [71]. Furthermore, low expression of GR has been associated with poorer outcome in estrogen receptor (ER) positive breast cancers [72], and the GR gene *NR3C1* has been reported to be mutated in triple-negative breast cancers, indicating that inactivation of GR is part of the transformation process in these tumours [73]. A reduction in GR levels as a consequence of promoter methylation or mutation would subsequently result in decreased signaling to pro-apoptotic targets due to the loss of positive regulation by unliganded GR, thus potentiating the risk of transformation through the accumulation of abnormal cells. This is consistent with the observed decrease in GR levels in pathologically advanced breast tumours [74]. Thus, we suggest that the activity of unliganded GR in the breast is primarily anti-tumourigenic, and we propose that stress promotes malignant transformation in breast cells since binding of cortisol abolishes the activities of unliganded GR, the result being similar to mutation-induced loss of GR gene expression.

## Conclusion

In conclusion, this study offers additional insight into the role of unliganded GR in the breast, and specifically affords us knowledge of a previously uncharacterized network of transcriptional regulation by unliganded GR. While glucocorticoids and liganded GR appear to suppress apoptosis and facilitate differentiation in the breast, a large proportion of targets of positive regulation by unliganded GR appear to be involved in pro-apoptotic pathways. We suggest that signaling through unliganded GR may represent a mechanism of suppressing the risk of tumourigenesis in the breast by encouraging apoptosis of abnormal cells. Additional study is warranted to further elucidate the role of unliganded GR levels in modulating breast cancer risk.

## Abbreviations

GR: Glucocorticoid receptor; HC: Hydrocortisone; EV: Empty vector; GO: Gene Ontology; GOEAST: Gene Ontology Enrichment Analysis Software Toolkit; IPA: Ingenuity Pathways Analysis.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

The microarray was completed using services offered by the Queen’s Laboratory for Molecular Pathology. All other experiments, including analysis of the microarray data, were conducted by HDR. HDR participated in the study design and drafted the manuscript. CRM conceived of the study, participated in its design, and edited the manuscript. Both authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/14/275/prepub

## Supplementary Material

Additional file 1 Primer sequences. Click here for file

Additional file 2 Analyzed microarray data. Click here for file

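Additional file 2 gives the fold change of 603 probes, of which 260 are higher and 343 lower in shGR-19. On the log2 scale these differ from the differences between column means of the deposited value table by at most 5.05e-06. A plain equal-variance test on all 41265 rows of the table, control rows included, with more than a 2-fold change and a Benjamini-Hochberg adjusted p below 0.05, gave 603 probes, and 603 of them are in the list. This setting was chosen after seeing the data. With an unadjusted p below 0.01 in its place, the test gave 1163 probes, of which 518 were higher and 645 lower. On the scanner arrays, 481 of the listed probes were well above background on all 4 and 18 on none. Across the listed probes, the scanner log2 fold changes had a correlation of 0.963 with the listed ones and a slope of 0.488 (genes are not independent replicates).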

Additional file 3 Gene Ontology (GO) analyses. Click here for file

Additional file 4 **Transfections with remaining *Ch25h*** **promoter reporters.** Click here for file

# Supplementary material for: Expression microarray identifies the unliganded glucocorticoid receptor as a regulator of gene expression in mammary epithelial cells
**Source:** BMC Cancer. 2014 Apr 22;14:275. doi: 10.1186/1471-2407-14-275
**Supplement:** Additional file 4 — Transfections with remaining Ch25h promoter reporters.

#### Additional file 4 – Transfections with remaining *Ch25h* promoter reporters

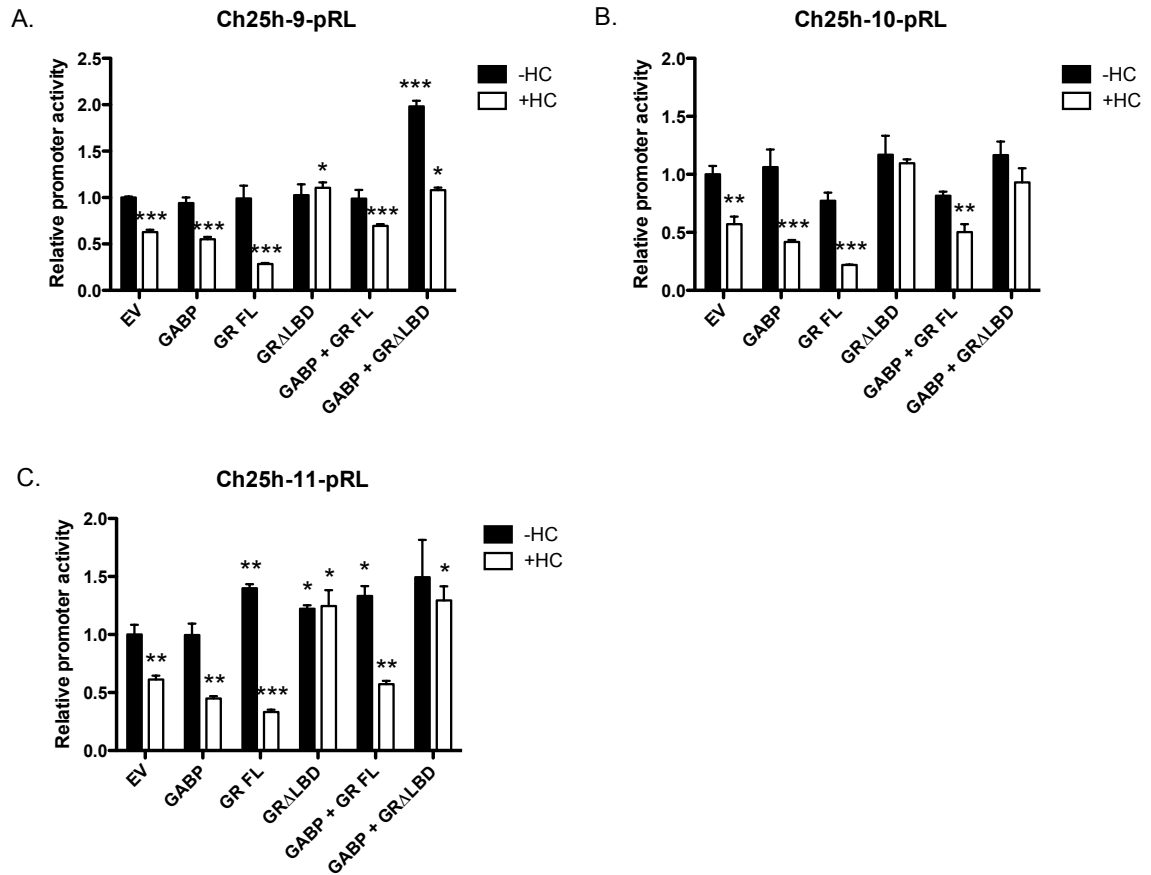

**Figure S3: GRΔLBD activates the *Ch25h* promoter in the presence and absence of HC.**

EPH-4 cells were transiently transfected with the *Ch25h* promoter reporters **A.** Ch25h-9-pRL, **B.** Ch25h-10-pRL and **C.** Ch25h-11-pRL as well as with expression vectors for GABPα/β (GABP), full-length GR (GR FL) and GR lacking the ligand binding domain (GRΔLBD). Cells were treated 24 hours after transfection with either ethanol vehicle (-HC) or 1 μg/mL HC (+HC) and assayed for luciferase activity following a 48 hour incubation. Bars represent the mean of technical replicates, and error bars represent standard deviation (N = 3). Statistically significant changes in *Ch25h* promoter activity relative to the EV (-HC) transfection are indicated: one asterisk, p<0.05 (significant); two asterisks, p<0.005 (very significant); three asterisks, p<0.0005 (very highly significant).

How the deposited data were processed for this re-analysis (not part of the article)

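Gene expression was measured in 2 stable lines of EPH-4 mouse mammary epithelial cells, EV-50 with an empty vector and shGR-19 with an shRNA vector against the glucocorticoid receptor, kept in 2 µg/ml puromycin. For each of 4 arrays, 300 ng RNA was labelled with Cy3, and 1.65 µg cRNA was hybridized for 17 h to an Agilent Whole Mouse Genome array. The labels give replicates 1 and 2 of each line. All 4 arrays lay on 1 slide and were read in 1 scan, so that neither could be fitted as a batch.

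The authors deposited the scanner output of each array, in which the intensity of each spot had been background-subtracted by Agilent's Feature Extraction with its default one-colour settings and had not been scaled between arrays. The authors also deposited a table of log2 values for the same samples, made in GeneSpring with its recommended steps. In it each probe was centred on its median over the arrays. Spots marked as outliers were left out, unless every spot of the probe was marked. Marked spots numbered 139 on the array labelled EV-50 replicate 1 and 87 on that labelled EV-50 replicate 2. They numbered 74 on that labelled shGR-19 replicate 1 and 80 on that labelled shGR-19 replicate 2. No spot was saturated. The 75th percentile of the signal was 528, 585, 516 and 579 on these arrays in the same order. The number of arrays limits the precision of every value.

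For the scanner files, log2 of the processed signal minus the 75th percentile of the array was taken, control spots were left out and spots of 1 probe were averaged. Probes well above background on both arrays of at least 1 line were kept. The lines were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes and Benjamini-Hochberg adjustment over the kept probes. A count of changed probes needs more than a 2-fold difference and an adjusted p below 0.01, the fold and p of the paper's methods, which name no adjustment. A single gene is called at an adjusted p below 0.01. An exact permutation of 2 against 2 arrays cannot give a p below 0.333, so none was used. A fold to a line in which a probe was well above background on neither array is given as a lower bound. Coordinates are those of mm9, the build of the array's probe annotation in the files.

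The value table was fitted with the same kept probes and the same calls. This fit had been planned as an alternative. A full set of alternatives on the value table was added after the scanner arrays labelled replicate 1 were seen not to differ as the table's columns do, and so was a plain equal-variance test on all rows of the table. The genes named were fixed before the data were examined: the genes that the paper names, members of the gene lists, and the 5 largest increases and 5 largest decreases among called probes well above background on all 4 arrays. Of the genes that the paper names, 1 is not reported here. As the scanner files gave no called probes, the largest changes were taken from the value table. Of a gene with several kept probes, the probe in Additional file 2 was used, and otherwise the brightest, and other probes are given where their direction or call differs.

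The 9 gene lists hold interferon-stimulated genes, interferon receptors and sensors, glucocorticoid-induced genes, cell cycle genes, BRCA and Fanconi repair genes, epithelial genes, mesenchymal genes, reference genes and immune cell genes. They were written from general knowledge before the data were examined but after Additional file 2 and the figures had been read. They were tested with camera at an inter-gene correlation of 0.01, with the brightest kept probe of each gene, and called at an adjusted p below 0.05. Windows of 25 neighbouring genes along the chromosomes were compared with 1000 shuffles of gene positions. Medians of the lists between the scanner arrays labelled replicate 1 were set against 10000 random lists matched on signal.

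The alternatives were normexp background correction with an offset of 50, quantile normalization, the 75th percentile over detected probes, all probes kept, only probes well above background on all 4 arrays, the value table, an intensity trend with a robust prior (statmod 1.5.0), the replicate number as a block, each array left out, no adjustment, a plain equal-variance test with and without adjustment, an adjusted p below 0.05, genes in place of probes, fry, an estimated correlation, the mean of a gene's probes, and list members outside Additional file 2. With 1 array left out, the lone array of a line was assumed to vary like the other line. Of the steps, only the limma calls and camera were tested on simulated data, made from the real means and spreads of 24443 probes. Of these probes, 200 were changed. With the spread of the scanner files 0 were recovered. With that of the value table 105 were recovered (52.5%), with 1 false call. The gene ontology and network analyses, the qRT-PCR, protein and reporter data were not analysed here.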

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

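Of the tests in this part, those of the called genes in the shifted chromosome regions, with fry or an estimated correlation on the value table and with list members outside Additional file 2 on the value table were chosen only after the result was seen. In all, 513 probes outside Additional file 2 were called changed in the value table, 230 higher and 283 lower in shGR-19, and the paper does not report them. By scanner signal limma called 0 of all 24443 kept probes, with 209 at an unadjusted p below 0.05, and the plain equal-variance test without adjustment called 2 higher and 4 lower. If dim signal had produced the calls, most would lie in the dimmest of 4 equal groups of kept probes. That group held 22.2% of all calls, against 37.9%, 28.4% and 11.5% in the groups of rising signal, and 4 groups of rising probe GC content held 26.3%, 23.9%, 27.4% and 22.5%. Both explanations are argued against as the whole source of the calls. The depletion of GR and any other difference between the single clones stay open, since there is 1 clone per line.

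Cell cycle genes, which the paper does not discuss as a set, were lower in shGR-19 in the value table, with a median log2 fold change of -0.33 and 31 of 34 lower (camera, adjusted p = 4.48e-07). Adjusted over the list alone, 14 passed 0.01. Over the scanner arrays the median was -0.19, with 29 lower (adjusted p = 9.40e-05), and it was 0.011 without the array labelled shGR-19 replicate 2 and from -0.39 to -0.18 without any other array. A general decrease of cell cycle genes is a candidate explanation of the decrease of Brca1, whose log2 fold change was -0.63. Of the cell cycle genes, 5 decreased at least as much, and Brca1 lay at -1.12 SDs of the members from their median, where the SD was 0.266. The test had asked for a median at or below the value of Brca1, and this was not met, which counts against a general decrease as the whole source. As members spread so widely, however, Brca1 and a general decrease of cell cycle genes cannot be told apart, because the value of Brca1 lies within the spread of the list and growth of the cultures was not measured on these samples. With an estimated correlation the list did not pass 0.05 (adjusted p = 0.116).

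Of 22 mesenchymal genes kept, 9 were called higher and 2 lower in shGR-19 in the value table, and 13 passed 0.01 adjusted over the list alone. The list had a median of 0.35 and did not pass by camera (adjusted p = 0.0696), but did by fry (0.000498). Col1a2 had a log2 fold change of 3.27 and Pdgfrb 2.03, while Postn and Fbn1 were called lower, at -1.72 and -2.15. Additional file 2 holds 10 genes of the list, and the 13 kept members outside it had a median of 0.071 (adjusted p = 0.716). Of 22 epithelial genes, 11 were lower, with a median of 8.9e-05 and a mean of -0.19 (camera, adjusted p = 0.625). This argues against a decrease shared by most of these genes. A loss carried by few of them stays open, as Ehf had a log2 fold change of -3.20. The epithelial list also passed by fry (adjusted p = 0.0112). Over the scanner arrays the mesenchymal median was 0.16. The list passed by camera in opposite directions without 1 or the other array labelled shGR-19, at 0.69 without replicate 1 (adjusted p = 0.00452) and -0.33 without replicate 2 (0.0342). It did not pass without either array labelled EV-50, at 0.063 without replicate 1 (0.844) and 0.55 without replicate 2 (0.464). Depletion of GR and a difference between clones stay open.

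Along the chromosomes, 13 regions had a shifted log2 fold change in the value table, 10 lower and 3 higher in shGR-19, with medians over whole regions of 0.31 to 0.58 in size. They hold 3.48% of the 16383 placed genes, each counted by its brightest probe, and 10.5% of the 1042 called probes. The regions were found on these same fold changes, so the larger share of calls in them is not independent evidence. The window of 25 genes with the largest shift lies on chromosome 9 of mm9 from 121890741 to 123699114, with a median of -1.41. No shuffle of gene positions gave a window as large (permutation p = 0.001, the smallest that 1000 shuffles can give), and the 95th percentile of the largest shuffled shift was 0.44. If a few strongly changed neighbouring genes were the source, at least 13 of the 25 genes in a shifted window would be called. In 11 of the regions at most 5 of 25 were called in the direction of the shift, which argues against it there. In the region on chromosome 9 from 121383743 to 123945284 up to 15 of 25 were called, and the median over the region was -0.58 with and -0.046 without the called genes. In that on chromosome 15 from 73410936 to 75726178 up to 10 were called, and the median was -0.31 with and -0.11 without them. For these regions a few strongly changed genes and a shift of the whole region cannot be told apart, because leaving out genes called in the direction of a shift draws its median towards 0. A copy number difference between the clones is a hypothesis that the runs in the other regions are consistent with. It was not tested on DNA. Over the scanner arrays the largest window had a median of -0.66 (permutation p = 0.001), and none of the regions had a median beyond 0.1 between the arrays labelled replicate 1. Nr3c1 lies in none of the regions. Hsd11b1, Ccnd2 and Recql lie in regions with medians of -0.46, -0.44 and -0.40, so that part of their log2 fold changes of -3.18, -1.04 and -1.09 may come from such a shift.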

How the results depend on the processing

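The alternatives on the value table other than the planned fit with the same kept probes, and the plain equal-variance test on all rows of the table, were chosen only after the data were seen. By scanner signal limma called 0 probes under each other background correction, scaling, filter and variance model. At an unadjusted p below 0.05 without a limit on the fold, 209 probes passed in the main scanner fit. Under these alternatives that number ran from 31 with normexp background correction to 955 with all probes kept. The value table in place of the scanner files gave 457 higher and 585 lower, with 529 of the probes in Additional file 2 called. No adjustment gave 19 and 16 (2 listed), and the plain equal-variance test 2 and 4, since these leave out the adjustment. The wide spread between scanner arrays of 1 label limits these counts: on simulated data with that spread, 0 of 200 changed probes were recovered, against 52.5% with the spread of the value table.

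Counts of calls in the value table moved with the filter and the test. All probes kept gave 15 higher and 28 lower (43 listed), as the fit then also holds probes not well above background. The plain equal-variance test with adjustment gave 4 and 11 (15 listed). At an adjusted p below 0.05 on all rows it gave 260 and 343. Any 1 column left out gave 0 and 0 with 0 listed in limma, with fewer residual degrees of freedom, while 9066 to 9824 probes had an unadjusted p below 0.05. Apart from the replicate block, the other settings stayed within 1.5 times, from 337 and 420 with genes in place of probes to 567 and 722 at an adjusted p below 0.05. Quantile normalization gave 519 and 533 and moved the median of all kept probes to 0.10. All probes kept moved it to -0.11. The share of calls that were higher was 43.9%, and 49.3% after quantile normalization, 34.9% with all probes kept and 26.7% in the plain test with adjustment.

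The labels give both lines replicates 1 and 2. The deviations of arrays with 1 number from the means of their lines had a correlation across genes of 0.574 in the scanner files and 0.0553 in the value table. In the scanner files, arrays with 1 number thus shared part of their deviations. With 2 pairs and no statement of a shared batch, the source of this is not known. With the replicate block, limma called 0 higher and 0 lower in the value table, with 0 listed and 12085 at an unadjusted p below 0.05, and Nr3c1 (-1.94) and Brca1 (-0.63) had adjusted p of 0.0294 and 0.0304, as the block takes a residual degree of freedom. With scanner signal the block gave 0 and 0, with 604 at an unadjusted p below 0.05. The slide block was not run, as there was 1 slide.

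Nr3c1 kept its direction in every setting. With each array left out it ran from -1.89 to -0.40 in the scanner files and from -1.95 to -1.92 in the value table. Brca1 ran from -0.74 to 0.22 and from -0.65 to -0.61, and its direction reversed without the scanner array labelled EV-50 replicate 2. In the value table Nr3c1 and Brca1 did not pass 0.01 with any 1 column left out, with all probes kept (adjusted p = 0.0113 and 0.0247) or in the plain test with adjustment (0.0201 and 0.0260), and Brca1 did not with probes averaged to genes (-0.67, 0.0140).

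Other genes that reversed in the scanner files did so without 1 array, and the cause was not tested. Each is given with its lowest and highest log2 fold change with an array left out. Without the array labelled EV-50 replicate 2 these were Oas1c (-1.62 to 0.13), Oasl2 (-3.99 to 0.92), Slc39a4 (-2.89 to 0.16), Irf9 (-2.02 to 0.17), Xaf1 (-2.26 to 0.38). Without the array labelled shGR-19 replicate 2 they were Slc23a3 (-1.60 to 0.024), Slc46a1 (-1.20 to 0.075), Slc7a4 (-3.45 to 0.0022), Ccnd2 (-1.0 to 0.068), Faim3 (-0.73 to 1.91), Bcl2l11 (-0.29 to 1.44), Smad6 (-0.10 to 1.65), Adora1 (-0.12 to 0.73), Brca2 (-1.51 to 0.070), Ptgs2 (-0.28 to 1.02). Of the values of single genes, 120 with an array left out and 409 under other settings were the same in direction and call in the scanner files, and 32 were called only in the value table. No gene reversed in the value table. With a column left out 128 lost the call and 8 were the same. Under other settings 311 were the same, 92 lost the call and 4 gained one. Of the listed probes kept, 66.0 to 97.4% had the listed direction with a scanner array left out.

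Medians of gene lists with each scanner array left out were interferon-stimulated genes (-1.96 to 0.24), interferon receptors and sensors (-0.22 to 0.17), glucocorticoid-induced genes (-0.20 to 0.10), cell cycle genes (-0.39 to 0.011), BRCA and Fanconi repair genes (-0.44 to -0.093), epithelial genes (-0.087 to 0.054), mesenchymal genes (-0.33 to 0.69), reference genes (-0.057 to 0.071) and immune cell genes (-0.26 to 0.24). Of these 9 only the BRCA and Fanconi repair genes kept their direction each time. In the value table they were interferon-stimulated genes (-1.40 to -1.33), interferon receptors and sensors (-0.16 to -0.11), glucocorticoid-induced genes (-0.17 to -0.036), cell cycle genes (-0.37 to -0.32), BRCA and Fanconi repair genes (-0.54 to -0.45), epithelial genes (-0.022 to 0.037), mesenchymal genes (0.29 to 0.44), reference genes (-0.12 to -0.11) and immune cell genes (-0.034 to 0.054).

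Under other settings of the scanner files, the interferon-stimulated genes (-0.89), cell cycle genes (-0.19) and BRCA and Fanconi repair genes (-0.21) did not pass 0.05 by fry (adjusted p = 0.936 for each) or with an estimated correlation (0.851), which do not preset it, and with all probes kept the latter 2 did not (0.459 and 0.369). Medians near 0 changed sign, and the cause was not tested: glucocorticoid-induced genes with all probes kept, with the strict filter and outside Additional file 2 (-0.0034 in each), immune cell genes after quantile normalization (0.032) and in the value table (0.037), and reference genes with the mean of a gene's probes (0.012).

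Among value table fits, the interferon-stimulated genes (-1.37), cell cycle genes (-0.33) and BRCA and Fanconi repair genes (-0.47) did not pass with an estimated correlation (adjusted p = 0.116 for each) and did by fry. By fry, which tests a list without setting it against other genes, glucocorticoid-induced genes (0.0036, adjusted p = 0.0112), epithelial genes (8.9e-05, 0.0112), mesenchymal genes (0.35, 0.000498) and reference genes (-0.11, 0.0112) passed too. Mesenchymal genes also passed with all probes kept (0.21, 0.00190) and with the mean of a gene's probes (0.35, 0.0496). Signs reversed, and the cause was not tested, for glucocorticoid-induced genes with all probes kept, with the strict filter and outside Additional file 2 (-0.085 in each), for epithelial genes with all probes kept (-0.0043) and with the mean of a gene's probes (-0.016), and for immune cell genes with all probes kept (-0.13).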

Differences from the paper's values

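The plain equal-variance test on all rows of the value table and the fit of the value table with all probes kept were chosen only after the values were seen. The paper gives 260 probes higher and 343 lower in shGR-19, where the scanner files gave 0 and 0. None of the alternatives set before the data were examined came within the paper's counts: the value table gave 457 and 585, no adjustment 19 and 16, the plain equal-variance test 2 and 4, and each of the others 0 and 0. The plain equal-variance test on all rows of the value table with a Benjamini-Hochberg adjusted p below 0.05, chosen after seeing the values, gave 260 and 343. Of the probes in Additional file 2, limma called 0 in the scanner files, 2 without adjustment and 529 in the value table, and that test on all rows called 603.

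The paper's relative expression for Hsd11b1 is 0.11, where the scanner files gave 0.336. It came to the paper's value in the value table (0.110). Without the array labelled EV-50 replicate 1 (0.237) or that labelled shGR-19 replicate 1 (0.182) it stayed higher, but within the spread between arrays. Under the other alternatives it lay outside that spread. For Ces1 the paper's value is 0.10, where the scanner files gave 0.306. It was 0.0978 in the value table, 0.204 without the array labelled EV-50 replicate 1 and 0.145 without that labelled shGR-19 replicate 1, and differed under the other alternatives. By the same measure Ch25h (paper 0.10, scanner files 0.282) and Nr3c1 (paper 0.26, scanner files 0.451) did not count as different. Their scanner values were still higher than the paper's, and the wide spread between scanner arrays is why they did not count.

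Further statements of the paper were set beside the value table. The paper states a threshold on p of 0.01 for its list; a plain equal-variance test at that p without adjustment gave 518 higher and 645 lower. The paper places Hsd11b1 past the fold it names for its candidates, and it was 9.06-fold lower. For Brca1 the paper's Table 1 gives a relative expression of 0.77, while the value table gave 0.646 and the scanner files 0.834. The paper places Bcl7c among the genes increased in shGR-19; it was 1.45-fold higher in the value table and is not in Additional file 2. For Adora1, which the paper places there too, the kept probe was 1.81-fold higher and not called, and the listed probe was not well above background on enough arrays to be kept. With all probes kept the listed probe had a log2 fold change of 2.89 and an adjusted p of 0.0110. Of the listed genes that the filter left out, Oas2 and Oas3 were called in the value table with all probes kept (adjusted p = 0.00890 and 0.00890), and Slc5a9, Irf5 and Hsh2d were not (0.0103, 0.0139 and 0.0104). The listed probes of all of these and of Adora1 passed in the plain test on all rows at an adjusted p below 0.05, a setting chosen after seeing the values.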

Other observations

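In this part the tests of the scanner arrays labelled replicate 1, of the immune cell genes, and of quantile normalization, fry and list members outside Additional file 2 on the value table were chosen only after the result was seen. The scanner arrays labelled replicate 1 and the value table gave different pictures of the same samples. Over the brighter probes, the scanner arrays labelled EV-50 replicate 1 and shGR-19 replicate 1 differed with an SD of 0.0817. Over 84 probes with 10 spots each, the median SD between spots on 1 array was 0.0471 to 0.0529, and the SD of the difference was 0.0664 between the arrays labelled replicate 1 and 0.554 between those labelled replicate 2. After quantile normalization the difference between the arrays labelled replicate 2 had a correlation across genes of 0.958 with that between the lines in the value table (genes are not independent replicates).

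A swap of the scanner arrays labelled replicate 1 would turn their difference against that of the value table, and the correlation was 0.119, which argues against it. If both held EV-50 RNA, they would differ from the array labelled EV-50 replicate 2 as little as duplicates of the value table do, and the smaller SD was 0.519. If both held shGR-19 RNA, the same would hold for the array labelled shGR-19 replicate 2, and the smaller SD was 0.624. Both are argued against for RNA like that on the arrays labelled replicate 2. The scaling used here is argued against too, since the correlation with the value table after quantile normalization was 0.121. If both held the same RNA, no list of genes would differ between them beyond random lists of like signal. The interferon-stimulated genes had a median log2 difference of -0.23 between them, with 32 of 36 lower on the one labelled shGR-19, and 0 of 10000 random lists had a median as low (the lowest was -0.10), which argues against it. None of the other lists among the 9 lay outside its random lists. After quantile normalization the median of the interferon-stimulated genes was -0.15. Separate RNA of 1 line on both arrays may explain how little they differ. The 4 Nr3c1 probes were all lower on the array labelled shGR-19 replicate 1, by a log2 difference of -0.20 for the smallest. Of the 1000 kept probes nearest in signal to each, 0.400% and 1.30% were lower by at least as much for the brighter pair of these probes, and 18.8% and 20.1% for the dimmer pair. Separate RNA of 1 line and RNA of both lines that differs little cannot be told apart, because no arrays are known to hold separate RNA preparations of 1 line. Had the replicate 1 columns of the value table been made from these scanner files, the columns would differ as little as the arrays, since centring each probe leaves differences between columns unchanged. They differed with an SD of 0.444 over the brighter probes, which argues against it for the pair. Which measurements lie behind these columns is not known.

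The interferon-stimulated genes were lower in shGR-19 in the value table, with a median of -1.37. Array scaling is argued against, as the median was -1.26 after quantile normalization of the table. The paper's selection of genes is argued against, as members outside Additional file 2 had a median of -0.82 in the value table. Immune cells in the EV-50 culture would bring their abundant transcripts, and the 9 of 13 immune cell genes kept had a median of 0.037. Transcripts that only such cells bring would decrease at least as much as the interferon-stimulated genes, but the lowest of those kept, Cd14, had a log2 fold change of -0.81, which argues against immune cells. On the arrays labelled EV-50 replicates 1 and 2, Lyz2 read -3.47 and -5.25, Tyrobp -2.73 and -3.54 and Cd14 1.34 and 1.45 (log2 relative to the 75th percentile of the array). Lyz2 had a log2 fold change of 0.76 in the value table and Tyrobp 0.11. Cd14 lies in a region of 49 genes with a median of -0.46. In the scanner files the median of the interferon-stimulated genes was 0.24 without the array labelled EV-50 replicate 2 (adjusted p = 0.654), and from -1.96 to -0.27 without any other array. Depletion of GR may lower these genes, and a difference between the single clones stays open, as does an effect of either vector. No biological cause was separated from the clone.

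Genes known to be induced by glucocorticoids had a median in the value table of 0.0036 over 15 genes, 8 of them higher (camera, adjusted p = 0.921). The list passed by fry (adjusted p = 0.0112), and 6 members passed 0.01 adjusted over the list alone. Members went both ways: Cebpd had a log2 fold change of 1.84 and Dusp1 1.47, while Sgk1 had -0.82 and Cebpb -0.81. The paper kept both lines without glucocorticoids, so a loss of the response of these genes to hormone could not show here. An effect of GR without hormone stays open too, because changes in opposite directions leave a median near 0.

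The remaining lists did not pass 0.05 by camera. Interferon receptors and sensors had a scanner median of -0.052 and a mean of 0.0024, of opposite sign (adjusted p = 0.693). Epithelial genes had a scanner median of 0.029 and a mean of -0.020 (adjusted p = 0.693), and their median and mean differ in sign in the value table as well (adjusted p = 0.625). Reference genes had a median of -0.11 in the value table (12 genes, adjusted p = 0.406) and -0.016 in the scanner files, where the mean of a gene's probes in place of the brightest turned it to 0.012.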
